# KAKU4 regulates leaf senescence through modulation of H3K27me3 deposition in the *Arabidopsis* genome

**DOI:** 10.1186/s12870-024-04860-9

**Published:** 2024-03-07

**Authors:** Yaxin Cao, Hengyu Yan, Minghao Sheng, Yue Liu, Xinyue Yu, Zhongqiu Li, Wenying Xu, Zhen Su

**Keywords:** *Arabidopsis*, H3K27me3, KAKU4, Leaf senescence

## Abstract

Lamins are the major components of the nuclear lamina, which regulate chromatin structure and gene expression. KAKU4 is a unique nuclear lamina component in the nuclear periphery, modulates nuclear shape and size in Arabidopsis. The knowledge about the regulatory role of KAKU4 in leaf development remains limited. Here we found that knockdown of *KAKU4* resulted in an accelerated leaf senescence phenotype, with elevated levels of H_2_O_2_ and hormones, particularly SA, JA, and ABA. Our results demonstrated the importance of KAKU4 as a potential negative regulator in age-triggered leaf senescence in Arabidopsis. Furthermore, we conducted combination analyses of transcriptomic and epigenomic data for the *kaku4* mutant and WT leaves. The knockdown of *KAKU4* lowered H3K27me3 deposition in the up-regulated genes associated with hormone pathways, programmed cell death, and leaf senescence, including *SARD1*, *SAG113/HAI1*, *PR2*, and so forth. In addition, we found the functional crosstalks between KAKU4 and its associated proteins (CRWN1/4, PNET2, GBPL3, etc.) through comparing multiple transcriptome datasets. Overall, our results indicated that KAKU4 may inhibit the expression of a series of genes related to hormone signals and H_2_O_2_ metabolism by affecting the deposition of H3K27me3, thereby suppressing leaf senescence.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-024-04860-9.

## Running title

Knockdown of *KAKU4* speeds leaf senescence.

**Summary Statement**:

In summary, our results demonstrated the importance of KAKU4 as a potential negative regulator in age-triggered leaf senescence through modulating H3K27me3 deposition in Arabidopsis. This work may advance the knowledge about the regulatory role of plant nuclear lamina proteins or the regulation of leaf senescence.

## Introduction

The nuclear lamina (NL) is an important structural determinant for the nuclear envelope, covering the inner surface of the inner nuclear membrane (INM). Lamina consists of a thin meshwork of lamins, which are structural components of the nuclear lamina that regulate genome organization and gene expression [1–5]. A point mutation in the eleventh exon of the lamin encoding gene LMNA can cause Hutchinson-Gilford progeria syndrome (HGPS), a rare premature-aging disease in children. This mutation affects the process of alternative splicing, resulting in the accumulation of the truncated abnormal protein, which leads to a series of changes in the nucleus, including in nuclear morphology, DNA repair, chromatin remodeling, and nuclear transport [6–8]. Lamin A buffers Casein kinase 2 (CK2) activity to modulate aging in a progeria mouse model [9]. Declining lamin B1 expression mediates age-dependent decreases of hippocampal stem cell activity [10]. Thus, the defects in the components of the nuclear lamina can affect the morphology of the nucleus, leading to human diseases and aging.

Although no lamin-homologous proteins have been found in plants, the putative lamina-like structures have been discovered in the carrot, and a nuclear matrix constituent protein (NMCP1) has been identified as a peripheral framework component of its nuclei [11]. In Arabidopsis, multiple lamin-like proteins are identified, including CRWNs [12, 13], KAKU4 [14], NEAPs [15], and PNET2 [16]. Especially, the proteomics technologies speed up to identify the complex components among the interaction partners of CRWN1, KAKU4, PNET2_A/B, NEAP1, the nuclear basket protein GBPL3, and some other lamina related components [16–19].

Four CRWNs, named CRWN1, CRWN2, CRWN3, and CRWN4, are NMCP homologs in Arabidopsis [13, 20]. The mutants *crwn1* and *crwn4* show aberrantly small and spherical nuclei in the epidermal cells of the leaf and root [12]. In addition to nuclear morphology and size, CRWNs are involved in the regulation of a series of biological processes. The double mutant *crwn1crwn2* and *crwn1crwn4* exhibit ectopic defense responses and spontaneous cell death against the virulent bacterial pathogens, which is related to the upregulation of salicylic acid (SA)-biosynthesis gene *SID2* and increase SA content [21]. CRWNs play an important role in diminishing ROS accumulation and protecting genomic DNA against excessive oxidative damage induced by the genotoxic agent methyl methanesulfonate. Under normal growth conditions, *crwn1crwn3*, *crwn2crwn3*, and *crwn2crwn4* show enhanced leaf cell death, over-accumulation of ROS, and slightly earlier leaf senescence [22].

Meanwhile, CRWN1 is involved in maintaining chromatin compartmentalization [23]. The loss of *CRWN1* results in the loss of specific chromatin distribution at the nuclear periphery. Furthermore, CRWN1, CRWN4, and non-CG DNA methylation have recently been discovered to be involved in regulating chromatin tethering at the nuclear periphery [24]. CRWN1 interacts with the copper-associated gene locus, localized to the nuclear lamina under excess copper conditions [25]. In addition, PWWP-domain interactor of polycombs (PWO1) has been reported to physically interact with CRWN1 protein, functioning in the same pathway to affect nuclear morphology. Further, it regulates the expression of a similar set of targets, which have significant overlap with H3K27me3 targets [26]. PWO1 is involved in polycomb group (PcG) silencing by repressing H3K27me3 accumulation in a subset of PcG targets [27]. Polycomb repressive complex 2 (PRC2) can trimethylate lysine 27 on histone H3 (H3K27me3) [28]. H3K27me3 accumulation levels near genes involved in salicylic acid biosynthesis are decreased in *crwn* mutants [29]. Recently, AtGBPL3/CRWN1&4/KAKU4 complex has been identified to play an essential role during interphase in H3K27me3-associated transcriptional repression at the nuclear periphery [30].

KAKU4 protein has been identified as a nuclear inner envelope protein and a unique nuclear lamina component in the nuclear periphery, physically interacts with CRWN1 and CRWN4, and modulates nuclear shape and size [14]. Similar to *crwn1* and *crwn4*, the nuclei of the *kaku4* mutant in epidermal cells of cotyledons, hypocotyls, and roots, are smaller and less elongated than those of wild-type (WT) plants. KAKU4 is mediated by the deformation of the vegetative nucleus of pollen grains and controls its migration over sperm cells in pollen tubes [31]. However, the knowledge of the biological functions and gene regulation network of KAKU4 protein remains limited. In this study, we found that the knockdown of the *KAKU4* gene resulted in significant early leaf senescence. In the *kaku4* mutant, H_2_O_2_ was obviously accumulated, and the plant hormones salicylic acid (SA), jasmonic acid (JA), and abscisic acid (ABA) were also increased. To elucidate the possible molecular mechanisms underlying the KAKU4 protein regulating plant leaf senescence, we conducted high-throughput sequencing technology, including RNA-seq and ChIP-seq data analyses. Our results suggested that KAKU4 may modulate H3K27me3 deposition to regulate leaf senescence in Arabidopsis.

## Results

### Knockdown of *KAKU4* results in an accelerated leaf-senescence phenotype

To investigate the possible role of the *KAKU4* gene in leaf development, we performed a genetic analysis of the age-triggered leaf-senescence phenotype for the SALK T-DNA insertion line *kaku4* mutant (SALK_076754) (Supplementary Figure S1A) and wide-type (WT) plants. Compared to WT, *kaku4* mutant plants exhibited a significantly accelerated leaf-senescence phenotype. In 4-week-old plants, the cotyledons of the *kaku4* mutant had begun to turn yellow (Supplementary Figure S1D). In the sixth week, some rosette leaves of *kaku4* mutant turned yellow, while most leaves of WT plants remained green (Fig. 1A and B, Supplementary Figure S1E). Additionally, whole plant and leaves of the *kaku4* mutant were smaller than those of WT plants (Fig. 1A and B). We also examined some senescence-related parameters to validate the early-senescence phenotype of the *kaku4* mutant. Consistent with the accelerated leaf-senescence phenotype, the chlorophyll content in rosette leaves of the *kaku4* mutant was significantly lower than that in the WT (Fig. 1C), and membrane-ion leakage was higher in the *kaku4* mutant than in the WT (Fig. 1D).

**Fig. 1:**
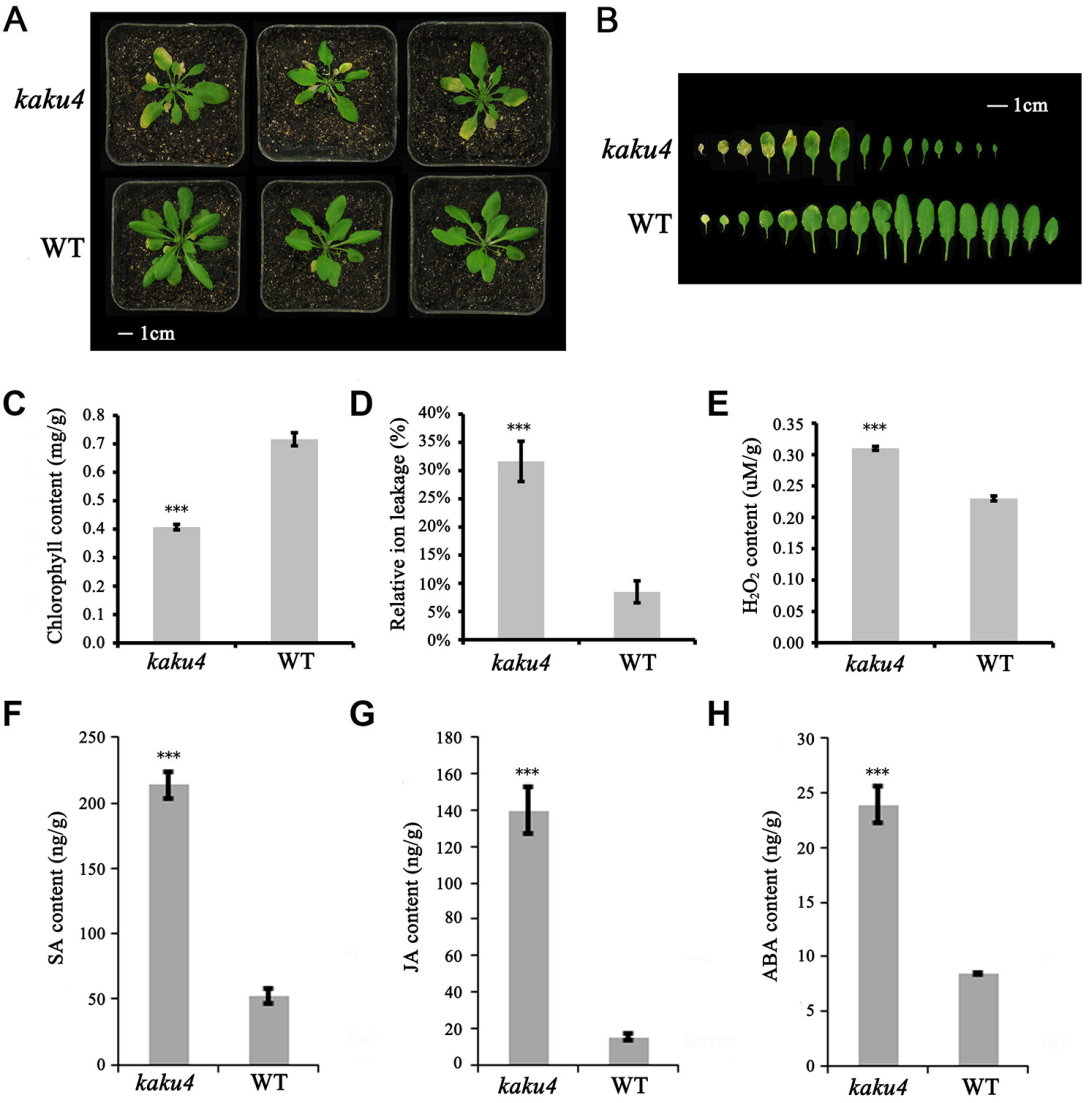
Phenotypic analysis of the *kaku4* mutant and WT in leaf senescence. (**A**) Age-dependent senescence phenotype of the sixth-week *kaku4* mutant and WT. The length of the white bar represents 1 cm. (**B**) Rosettes leaves of the sixth-week *kaku4* mutant and WT. Bar = 1 cm. (**C**) Chlorophyll content in the sixth-week rosette leaves of the *kaku4* mutant and WT. (**D**) Relative ion leakage in the sixth-week rosette leaves of the *kaku4* mutant and WT. (**E**) H_2_O_2_ content in the sixth-week rosettes leaves of the *kaku4* mutant and WT. (**F**-**H**) Content of the plant hormone: SA (**F**), JA (**G**), and ABA (**H**) in the sixth-week rosettes leaves of *kaku4* mutant and WT. Significant difference between the *kaku4* mutant and WT were determined according to Student’s t-test. *P-value ≤ 0.05, **P-value ≤ 0.01, ***P-value ≤ 0.001. The pair-wise ANOVA test for the genotypic variation between *kaku4* mutant and WT (**C**-**H**) were showed in Supplementary Table S11

To study the possible signaling pathways of KAKU4-mediated leaf senescence, we measured several aspects related to leaf senescence, such as H_2_O_2_ and hormones. H_2_O_2_ is an important regulator of leaf senescence [32]. Many aging-triggered leaf senescence processes are mediated by the H_2_O_2_-signaling pathway [33, 34]. Using a quantitative assay, we assessed H_2_O_2_ content in sixth-week rosette leaves of the *kaku4* mutant and WT plants, and found that the *kaku4* mutant produced much more H_2_O_2_ than the WT (Fig. 1E). The measurement result for H_2_O_2_ indicated that knockdown of *KAKU4* gene could accelerate leaf senescence by inducing H_2_O_2_ levels. Phytohormones also function as important regulators in leaf senescence, and SA, ABA, and JA accelerate leaf senescence [33, 35, 36]. Thus, we measured the levels of several hormones in the sixth-week rosette leaves of the *kaku4* mutant and WT plants (Fig. 1F-H). The contents of SA, JA, and ABA in *kaku4* mutant were 4-fold, 9-fold, and 3-fold higher than those in WT, respectively. In the meanwhile, we used one-way ANOVA with Bonferroni correction for the statistical analysis, the results showed that the difference of the phenotypes between *kaku4* mutant and WT were significant (Supplemental Table S11).

In addition, we applied a transgenic strategy to complement the *kaku4* mutant phenotype. We generated several *KAKU4*-complemented lines (*35S::KAKU4/kaku4-1* and *35S::KAKU4/kaku4-2*) and *KAKU4*-overexpression lines (*35S::KAKU4/WT-1* and *35S::KAKU4/WT-2*) under the control of the 35S promoter (Supplementary Figure S1B) against the background of the *kaku4* mutant and WT, respectively. The gene expression levels of both types of transformation lines together with the *kaku4* mutant and WT were validated with qRT-PCR (Supplementary Figure S1C). The results of phenotypic analysis showed that the accelerated leaf-senescence phenotype was rescued in *KAKU4*-complemented lines, and chlorophyll content was higher than that of the *kaku4* mutant. In the meantime, *KAKU4-*overexpression lines exhibited a slightly delayed leaf-senescence phenotype with relatively higher chlorophyll content than that in WT plants (Supplementary Figure S1E and F).

To further confirm that the mutation of *KAKU4* accelerates leaf senescence, we employed CRISPR/Cas9 gene editing approach to knock down the *KAKU4* gene and generated specific and heritable targeted mutations in Arabidopsis. We designed one editing site and successfully obtained three CRISPR/Cas9 mutants, including *kaku4-03*^Cas9^, *kaku4-04*^Cas9^, and *kaku4-05*^Cas9^ (Supplementary Figure S2A). Compared to WT, *kaku4* CRISPR/Cas9 mutants showed accelerated leaf-senescence phenotype as well as the T-DNA insertion line, no matter for the cotyledons of *kaku4* mutants in the young plants (Supplementary Figure S2B) or for the rosette leaves of *kaku4* mutants in the mature plants (Supplementary Figure S2C and S2D). In the meanwhile, we examined the chlorophyll content in rosette leaves of both T-DNA insertion line and CRISPR/Cas9 mutants, and the result validated the early-senescence phenotype of the *kaku4* mutants (Supplementary Figure S2E).

Overall, our results demonstrated the importance of KAKU4 as a potential negative regulator in age-triggered leaf senescence in Arabidopsis.

### KAKU4 mediates some key biological processes

Transcriptomic data analysis was conducted to explore the possible downstream genes regulated by KAKU4 during leaf senescence. 

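RNA-seq libraries were made from rosette leaves of 6-week-old WT plants and of the *kaku4* mutant, a line in which a T-DNA insertion disrupts *KAKU4*, with 3 libraries per genotype. The totals that the paper reports lie between 42658803 and 62429146 mapped reads in the WT libraries and between 44244959 and 61068050 in the *kaku4* libraries. The authors aligned the reads with TopHat2 and deposited FPKM values calculated with Cufflinks, that is, fragment numbers scaled by transcript length and by the mapped fragments of the library. Read counts per gene are therefore unknown, and no interval for counting error is given. The FPKM values summed to between 1412227 and 1559944 in the WT libraries (median 1520511) and to between 953041 and 1188694 in the *kaku4* libraries (median 1012369). Of 24492 loci, 1442 held no value in any library and 23050 had a value in all 6 libraries. The 20618 genes with a mean FPKM of at least 0.1 were tested with limma on log2(FPKM + 0.1), and all fold changes are on this scale, which understates the change of genes with low FPKM. A gene was called upregulated or downregulated at a log2 fold change of at least 1 in size and a Benjamini-Hochberg adjusted p of at most 0.05. An exact permutation test of 3 libraries against 3 cannot give a two-sided p under 0.1, so the adjusted p rests on the spread that limma shares between genes. The mutated gene itself, *KAKU4* (AT4G31430, chromosome 4, 15248377 to 15252837 on TAIR10.1, 13 exons), had FPKM values of 6.41, 5.45 and 5.71 in the WT libraries and of 0.739, 1.26 and 0.943 in the *kaku4* libraries. Its mean was 5.85 ± 0.497 (SD, n = 3) in WT and 0.982 ± 0.265 (SD, n = 3) in *kaku4*, or 16.8% of the WT mean, with a log2 fold change of -2.49 (SE 0.22, adjusted p = 1.9e-04 from limma with Benjamini-Hochberg adjustment). The libraries also differed in a way that the genotypes do not explain. Replicate 1 of both genotypes had summed chloroplast FPKM of 44363 in WT and 30587 in *kaku4*, against 499 to 945 in the other 4 libraries.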

Rosette leaves of the sixth-week *kaku4* mutant and WT plants were sampled for RNA-seq with three independent biological replicates for each sample (Supplementary Table S1). We performed differential expression analyses on RNA-seq data using DESeq2 [37] with the cutoff: |log_2_(fold change)| ≥ 1 and P-value ≤ 0.05. Compared to the WT, 3,281 genes were upregulated and 2,073 genes were downregulated in *kaku4* mutant (Supplementary Table S2). Among these differentially expressed genes, we found that some iron homeostasis related BHLH genes such as *BHLH038*, *BHLH039*, and *BHLH100* [38] were significantly downregulated with large fold changes (log_2_(fold change) ≤ -3) (Fig. 2A). Likewise, some upregulated genes showing the large fold changes (log_2_(fold change) ≥ 3), are mainly related to leaf senescence, programmed cell death (PCD), and plant hormone pathways, including *SRG2*, *AtGSTU3*, *KTI1*, *JOX3*, *JAO4*, *NATA1*, and *NCED2*. 

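By the limma test with Benjamini-Hochberg adjustment, 3380 of the 20618 genes tested were called upregulated and 2371 were called downregulated in *kaku4*. Of these 5751 genes, 5661 had all 3 *kaku4* values beyond all 3 WT values. The same separation was found for 64.7% of all genes tested, where chance gives 10%. The log2 fold change followed transcript length across genes, with a Spearman correlation of 0.59 over the 20464 genes with a RefSeq transcript length, although genes are not independent replicates. In the shortest decile of transcripts the median log2 fold change was -0.85, with 88 genes called upregulated and 638 called downregulated. In the longest decile it was 1.16, with 1260 genes called upregulated and 9 called downregulated. Removing the length trend from each library left 1602 upregulated genes, 1148 of them among the 3380, and 1075 downregulated genes, 628 of them among the 2371. Centring the libraries on their median gave 2302 upregulated and 3846 downregulated genes.

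**Figure D1:**
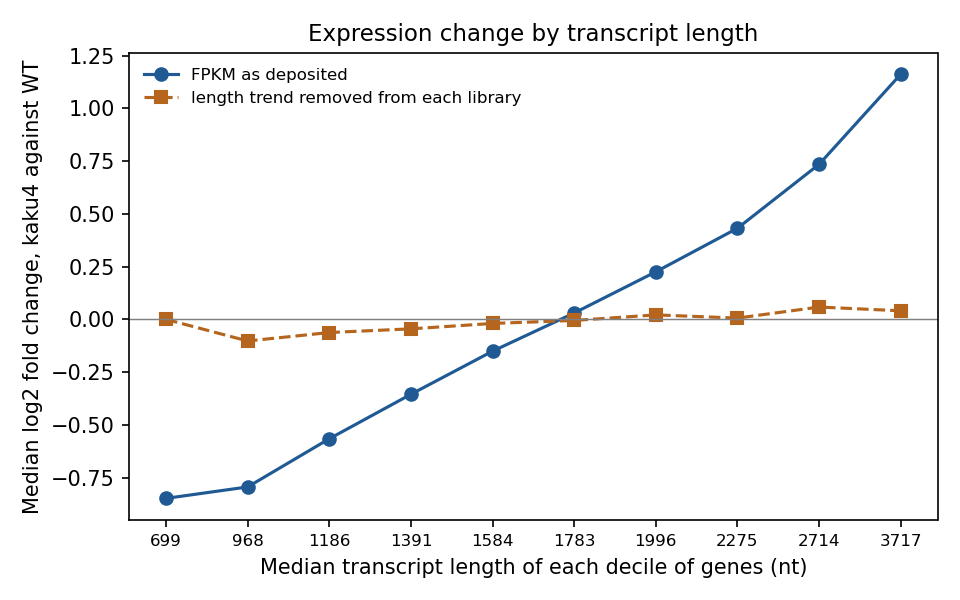
Median log2 fold change of *kaku4* against WT in each decile of transcript length, on the log2(FPKM + 0.1) scale, for the deposited FPKM values (circles) and after the length trend was removed from each library (squares). Deciles are spaced equally and labelled with their median length in nucleotides; the circles rise from -0.85 to 1.16, and the squares lie between -0.10 and 0.058.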

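*BHLH038* (AT3G56970) fell from 266 ± 16.3 FPKM (SD, n = 3) in WT to 29.6 ± 6.31 (SD, n = 3) in *kaku4*, a log2 fold change of -3.19 (SE 0.17, adjusted p = 2.2e-05 from limma with Benjamini-Hochberg adjustment). *BHLH039* (AT3G56980) fell from 148 ± 15.1 to 20.6 ± 4.14 FPKM, a log2 fold change of -2.85 (SE 0.17). *BHLH100* (AT2G41240) fell from 109 ± 12.6 to 12.9 ± 0.821 FPKM, a log2 fold change of -3.06 (SE 0.13). For each of these genes, every *kaku4* library lay below every WT library. *BHLH038* and *BHLH039* are neighbouring paralogs on chromosome 3, so reads shared between them could have been assigned to either gene, and their separate values are uncertain. With the length trend removed, the log2 fold changes of *BHLH038*, *BHLH039* and *BHLH100* were -2.58, -2.38 and -2.53, and all of them stayed past the threshold.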

The *SRG2* gene encodes a protein similar to beta-glucosidase that is expressed in the senescing organs of *Arabidopsis* plants [39]. 

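In the 6 leaf libraries, *SRG2* (AT3G60140) had a mean of 0.487 ± 0.0750 FPKM (SD, n = 3) in WT and 23.2 ± 3.09 FPKM (SD, n = 3) in *kaku4*, a log2 fold change of 5.31 (SE 0.18, adjusted p = 3.7e-06 from limma with Benjamini-Hochberg adjustment). *AtGSTU3* (AT2G29470), which encodes a glutathione transferase of the tau class, had 1.38 ± 0.391 FPKM in WT and 62.9 ± 4.20 FPKM in *kaku4*, a log2 fold change of 5.45 (SE 0.21, adjusted p = 5.1e-06). Both were among the 5 largest rises of the genes tested whose *kaku4* values all exceeded their WT values.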

We found that *SRG2* was significantly upregulated in the 6-week-old rosette leaves of the *kaku4* mutant, as well as the senescence-associated reference gene *AtGSTU3*, which participates in PCD and the toxin catabolic process [40]. In addition, the genes with large fold change between the WT and *kaku4* mutant also included some hormone biosynthesis and signaling pathways related genes, such as the ABA synthesis gene *NCED2*, SA-related genes (*KTI1*), and JA-related genes (*NATA1*, *JOX3*, and *JAO4*) [41–44]. This result indicated that the mutation of *KAKU4* significantly affected the expression of senescence- and hormone-related genes. 

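*NCED2* (AT4G18350) was close to the lower limit of the values in WT, where the libraries held 0, 0.107 and 0.0235 FPKM, and reached 3.42, 3.45 and 2.59 FPKM in *kaku4*. Its log2 fold change of 4.56 (SE 0.36, adjusted p = 1.2e-04 from limma with Benjamini-Hochberg adjustment) therefore depends on the pseudocount of 0.1. *KTI1* (AT1G73260) rose from 40.0 ± 1.55 FPKM (SD, n = 3) to 485 ± 103 FPKM (SD, n = 3), with a log2 fold change of 3.58. Among the JA-related genes, *NATA1* (AT2G39030) rose from 7.66 ± 1.78 to 107 ± 14.7 FPKM, *JOX3* (AT3G55970) from 3.68 ± 0.854 to 66.6 ± 4.17 FPKM, and *JAO4* (AT2G38240) from 0.816 ± 0.0959 to 18.2 ± 0.532 FPKM. The log2 fold changes of *NATA1*, *JOX3* and *JAO4* were 3.80, 4.16 and 4.33. Each of these differences exceeded the spread between replicates, with no overlap between the genotypes.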

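A list of 15 senescence genes, set by hand before the data were examined, gave 12 genes that could be matched to a locus. Their median log2 fold change was 1.76, and 8 of the 12 were called upregulated by limma with Benjamini-Hochberg adjustment. In 11 of the 12, every *kaku4* library exceeded every WT library. The members *SAG12* and *NAP* are also among the paper's qRT-PCR genes, which were chosen with these libraries at hand. The list is therefore not wholly independent of the paper's choice. *SAG29* (AT5G13170) rose most within the list, from 0.902 ± 0.0723 FPKM (SD, n = 3) to 14.6 ± 2.66 FPKM (SD, n = 3), whereas *SAG21* (AT4G02380) had a log2 fold change of 0.021 that was within the spread between replicates, and of 0.74 (adjusted p = 0.00211) with the length trend removed. As a list, these genes rose relative to all other genes tested (limma camera with a preset correlation, p = 5.1e-07), and the rise also held under the rotation test fry (p = 5.2e-07) and with the correlation estimated from the data (p = 0.00611). From the changes of the senescence- and hormone-related genes, the paper concludes that the mutation of *KAKU4* affected their expression.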

We further performed Gene Ontology (GO) enrichment analysis for differentially expressed genes (DEGs) to infer related biological processes in KAKU4-mediated leaf senescence (Fig. 2B and C). For genes that are upregulated in *kaku4* mutant, the enriched GO terms were mainly related to chromatin organization and histone modification, phytohormones (SA, JA, ABA, ethylene, and so forth), programmed cell death, hydrogen peroxide metabolic process, leaf senescence, and so forth (Fig. 2B, Supplementary Table S3). 

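GO annotation was not used here, so chromatin-related genes were taken by symbol, as the chromatin remodelers named *CHR* and the jumonji proteins named *JMJ*. Of 35 such genes, 30 were tested, and their median log2 fold change was 1.32, with 22 genes called upregulated and 0 called downregulated (1 was lower at an unadjusted p of at most 0.05). The list rose relative to the other genes under limma camera (p = 1.5e-06) and under fry (p = 0.00148), but not with the correlation estimated from the data (p = 0.19). These are long transcripts, with a median of 3739 nucleotides, and random lists of genes of like length had a median log2 fold change of 1.07. With the length trend removed, the median of the chromatin genes was 0.17 and 0 were called upregulated (5 were higher at an unadjusted p of at most 0.05).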

The results of GO enrichment analysis suggested that phytohormone signaling, H_2_O_2_-mediated signaling, and leaf senescence were activated in the *kaku4* mutant, which was coincident with the results of phenotype analysis between the *kaku4* mutant and WT (Fig. 1). Additionally, many other biological processes were also activated in the *kaku4* mutant, and the related GO terms include nitrate transport, cellular response to nitrogen starvation, cellular response to phosphate starvation, regulation of cell cycle, and regulation of programmed cell death (Fig. 2B, Supplementary Table S3). Meanwhile, the genes downregulated in the *kaku4* mutant were mainly associated with ribosome biogenesis, RNA methylation, “photosynthesis, light reaction”, phospholipid biosynthetic process, and cytokinin-activated signaling pathway (Fig. 2C, Supplementary Table S3). 

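Genes described as ribosomal proteins, without those annotated to the plastid or mitochondrion, numbered 317, of which 289 were tested. Their median log2 fold change was -0.97, with 133 genes called downregulated and 5 called upregulated. The fall held under limma camera with its preset correlation (p = 7.8e-15) and under fry (p = 0.00475), but not with the correlation estimated from the data (p = 0.205). The 46 light reaction genes, taken by symbol as *LHCA*, *LHCB*, *PSA* and *PSB* genes, had a median log2 fold change of -0.45, with 6 called downregulated and 0 called upregulated (3 were higher at an unadjusted p of at most 0.05). Their fall held under camera (p = 0.00388) and fry (p = 0.00943), but not with the estimated correlation (p = 0.459). Both lists consist of short transcripts, with median lengths of 1000 and 1217 nucleotides. With the length trend removed, the median of the ribosomal protein genes was -0.27, with 2 called downregulated and 6 called upregulated, although without the fold change threshold 83 were lower and 33 higher at an adjusted p of at most 0.05. That of the light reaction genes was -0.11, with 0 called downregulated and 2 called upregulated (4 were lower and 10 higher at an unadjusted p of at most 0.05). Quantile normalization of the libraries turned the median of the light reaction genes to 0.0228.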

Taken together, genome-wide transcriptome analysis revealed that KAKU4 acts as a regulator for many biological processes including chromatin remodeling, hormone signaling, and leaf senescence.

**Fig. 2:**
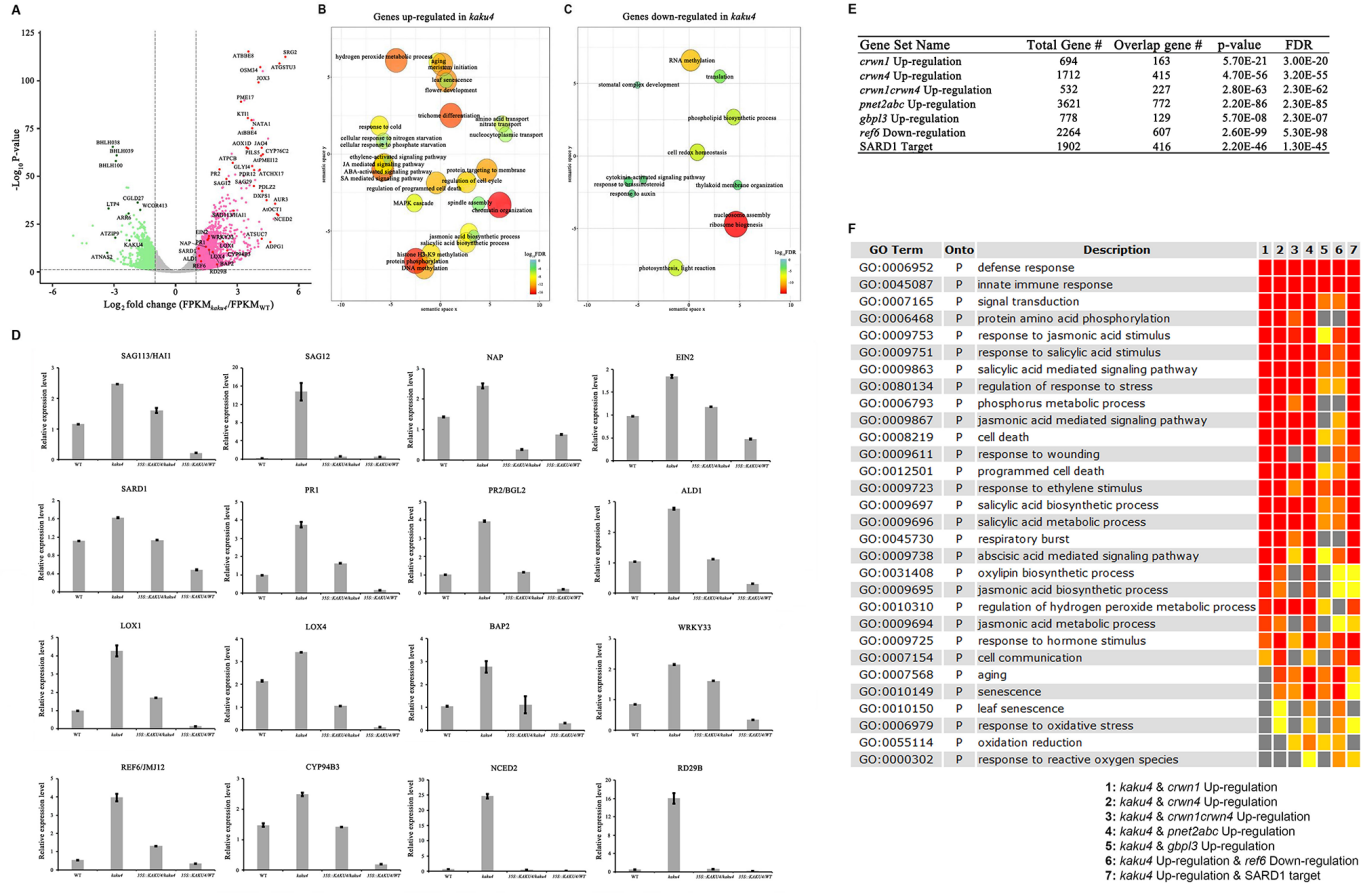
RNA-seq based transcriptome data analysis of the *kaku4* mutant and WT. (**A**) mRNA-seq analyses of gene expression in the *kaku4* mutant using stringent cutoff criteria (|log_2_(fold change)| ≥ 1 and P-value ≤ 0.05). Dashed lines indicate a log_2_(fold change) of ± 1. Red dots indicate the 3281 upregulated genes in the *kaku4* mutant. The green dots indicate the 2073 downregulated genes in the *kaku4* mutant. (**B**) and (**C**) GO enrichment analyses for genes that were upregulated (**B**) and downregulated (**C**) in the *kaku4* mutant by agriGOv2 and REVIGO. The scatter plot shows the cluster representatives in two-dimensional space derived by applying multidimensional scaling to a matrix of the significant GO terms with semantic similarities. The color and size of the bubble indicate the log_10_FDR (legend in bottom right-hand corner). The colors from red to green represent the significance level of the GO terms from high to low. Fisher’s exact test was conducted, and the P-value was adjusted using the Benjamini-Yekutieli method, FDR ≤ 0.05. (**D**) Real-time RT-PCR for selected genes among WT, *kaku4* mutant, *KAKU4*-complementation, and *KAKU4*-overexpression lines; the error bars represent the standard deviations of three replicates. The transcripts are as follows: *SAG113/HAI1* - AT5G59220; *SAG12* - AT5G45890; *NAP* - AT1G69490; *EIN2* - AT5G03280; *SARD1* - AT1G73805; *PR1* - AT2G14610; *PR2/BGL2* - AT3G57260; *ALD1* - AT2G13810; *LOX1* - AT1G55020; *LOX4* - AT1G72520; *BAP2* - AT2G45760; *WRKY33* - AT2G38470; *REF6/JMJ12* - AT3G48430; *CYP94B3* - AT3G48520; *NCED2* - AT4G18350; and *RD29B* - AT5G52300. The primers for each gene are listed in Supplementary Table S4. (**E**) Comparative analysis of the differential expressed genes (DEGs) of *kaku4* mutant and *crwn1*, *crwn4*, *crwn1crwn4*, *pnet2abc*, *gbpl3*, and *ref6* mutants, and comparative analysis of the upregulated DEGs of *kaku4* mutant and the target genes of SARD1. Significance level of the overlap using the custom SEA tool in the plantGSAD database. (**F**) SEA compare analysis of GESA enrichment analysis results for the upregulated DEGs in *kaku4* mutant, the overlap DEGs in *kaku4* mutant and *crwn1*, *crwn4*, *crwn1crwn4*, *pnet2abc*, *gbpl3*, and *ref6* mutants, and overlapping genes between upregulated DEGs in *kaku4* mutant and SARD1 target genes

We further used additional biological replicate samples and carried out qRT-PCR analyses for some selected marker genes (Supplementary Table S4). We added the leaf samples from the mutant complementation and overexpression lines. As shown in Fig. 2D and 16 genes were upregulated in the *kaku4* mutant, while the mRNA levels for most of them were rescued nearly to the WT level in the complementation lines, and much lower levels in the overexpression lines. The expression levels of most selected genes validated the RNA-seq results very well. 

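In the 6 RNA-seq libraries, all 16 genes of Fig. 2D were called upregulated by limma with Benjamini-Hochberg adjustment over all genes tested, and all 16 were also called when adjusted over the list alone. The list was chosen by the paper with these libraries at hand, so the second count is not independent evidence. Every *kaku4* library exceeded every WT library for each gene. Their median log2 fold change was 1.71, and the smallest were those of *SARD1*, *ALD1* and *REF6*. *ALD1* (AT2G13810) had 5.25 ± 0.237 FPKM (SD, n = 3) in WT and 12.1 ± 1.16 FPKM (SD, n = 3) in *kaku4*, and *REF6* (AT3G48430) had 0.752 ± 0.164 and 1.89 ± 0.319 FPKM. With the length trend removed, 12 of the 16 were called. *EIN2*, *LOX4*, *SARD1* and *REF6* were not, and the log2 fold change of *REF6*, whose transcript is 4772 nucleotides long, was -0.0414 in place of 1.23. Without the fold change threshold, 14 of the 16 were higher at an adjusted p of at most 0.05. *SARD1* (0.69) and *LOX4* (0.77) were among these, and *EIN2* and *REF6* were not. *REF6* was also under the threshold with a pseudocount of 1 (0.72), with the GC trend removed (0.85) and after quantile normalization (0.86), and *ALD1* with the libraries centred (0.99). The qRT-PCR measurements themselves were not analysed here.

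**Figure D2:**
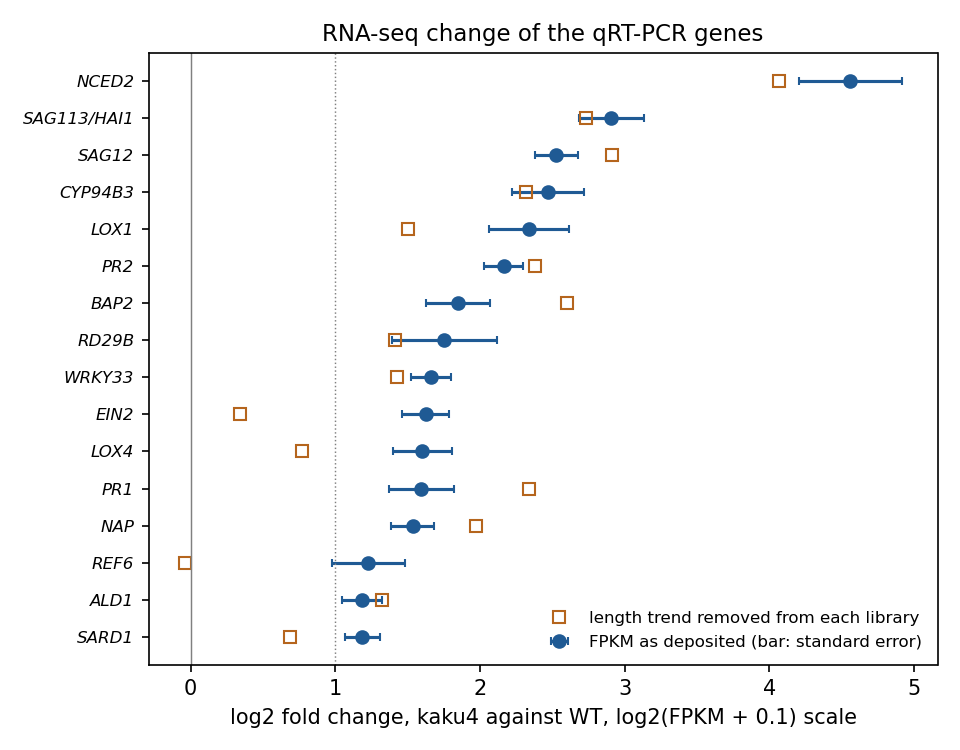
Log2 fold change of *kaku4* against WT for the 16 genes of Fig. 2D, on the log2(FPKM + 0.1) scale, from the deposited FPKM values (circles, with the standard error over 3 libraries per genotype) and after the length trend was removed from each library (open squares). All 16 circles lie to the right of the dotted line at 1, and 4 of the squares lie to its left.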

Besides several key senescence marker genes such as *SAG113/HAI1* and *SAG12*, some hormone pathways and cell death related genes were also validated. For example, *SARD1*, *PR1*, *PR2*, and *BAP2* were both involved in the SA pathway and in regulating plant immunity [45–47]. *CYP94B3*, *LOX1*, and *LOX4* were involved in JA synthesis, and have been reported to be related to leaf senescence [48–50]. In addition, ABA biosynthesis (*NCED2*) and signal pathway genes (*RD29B*, *SAG113/HAI1*) were included, as was the ethylene signal transduction gene (*EIN2*) [44, 51–53].

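Among the senescence markers, *SAG113/HAI1* (AT5G59220) rose from 2.07 ± 0.575 FPKM (SD, n = 3) in WT to 16.0 ± 2.62 FPKM (SD, n = 3) in *kaku4*, and *SAG12* (AT5G45890) rose from 19.0 ± 3.24 to 109 ± 6.07 FPKM. Their log2 fold changes were 2.91 (SE 0.22, adjusted p = 1.1e-04 from limma with Benjamini-Hochberg adjustment) and 2.53 (SE 0.15, adjusted p = 3.5e-05). In the SA pathway, *PR1* (AT2G14610) rose from 1339 ± 251 to 4024 ± 684 FPKM and *PR2* (AT3G57260) from 227 ± 13.1 to 1019 ± 63.3 FPKM, with log2 fold changes of 1.59 and 2.16. *BAP2* (AT2G45760) rose from 4.77 ± 0.771 to 17.8 ± 5.23 FPKM. In the JA pathway, *CYP94B3* (AT3G48520) and *LOX1* (AT1G55020) had log2 fold changes of 2.47 and 2.34, and *LOX4* (AT1G72520) had 1.60, which became 0.77 with the length trend removed. *EIN2* (AT5G03280) rose from 3.22 ± 0.283 to 10.2 ± 1.43 FPKM. Its transcript of 4851 nucleotides was the longest of the qRT-PCR genes, and its log2 fold change of 1.62 became 0.34 with the length trend removed.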

The results of transcriptome analysis matched our phenotypes well, and the mutation of *KAKU4* gene resulted in upregulation of multiple genes, possibly promoting leaf senescence.

### Functional crosstalks between KAKU4 and CRWNs/PNET2/GBPL3/REF6/SARD1 through comparing of the transcriptome data

KAKU4 protein interacts with lamin-like proteins CRWNs, PNET2_A/B, and nuclear basket protein GBPL3, and these proteins are required to balance plant growth and stress responses [16, 18, 21]. In order to investigate whether there are some functional crosstalks between KAKU4 and CRWNs, PNET2, GBPL3, we compared the transcriptome data related to *kaku4* mutant and *crwn1*, *crwn4*, *crwn1crwn4*, *pnet2abc*, *gbpl3* mutants (Supplementary Table S6). We reanalyzed the transcriptome data of *crwn1*, *crwn4*, and *crwn1crwn4* mutants [21], and obtained the DEGs of *crwn* mutants (*crwn1*, *crwn4*, *crwn1crwn4*). The DEGs of the *pnet2abc* and *gbpl3* mutants were obtained from literatures [16, 18]. Between the *kaku4* mutant and the mutants of these associated genes, we found that there were significant overlaps of their upregulated DEGs (Fig. 2E).

In the meanwhile, we considered the fact that SARD1 is a key regulator of the expression of SID2 and can promote SA synthesis [54]. We obtained a list of the target genes of SARD1 from literature [55] and found that there existed significant overlap between the upregulated DEGs of *kaku4* mutant and the target genes of SARD1 (Fig. 2E). Furthermore, the loss of function of H3K27me3 demethylase REF6 increased H3K27me3 levels at all of the target senescence associated genes (*SAGs*) [56]. REF6 promotes leaf senescence by directly activating major senescence regulatory and functional genes in Arabidopsis. We carried out real-time qRT-PCR analyses for the *JMJ12/REF6* gene, and the result showed that *JMJ12/REF6* gene was upregulated in the *kaku4* mutant, while in the KAKU4 complementation lines, the mRNA level of the *JMJ12/REF6* gene was partially rescued, and the *JMJ12/REF6* gene showed a much lower level of mRNA in the *KAKU4* overexpression lines (Fig. 2D). We obtained the transcription profiles of the mutant of *JMJ12/REF6* from literature [56]. The significant overlap was found between the upregulated DEGs in *kaku4* mutant and downregulated DEGs in *ref6* mutant (Fig. 2E).

We further applied the SEA compare tool in the PlantGSAD database [57] to study the biological processes of the overlap gene between these genes and upregulated DEGs in *kaku4* mutant. We found that these overlapping genes enriched biological process terms such as “defense response”, “immune response”, “cell death” and “regulation of hydrogen peroxide metabolic process”. We also found many biological process terms related to hormones such as “salicylic acid mediated signaling pathway”, “jasmonic acid mediated signaling pathway”, “response to ethylene stimulus”, “response to abscisic acid stimulus”, etc. (Fig. 2F).

Overall, we compared the multiple transcriptome datasets and the results indicate that there were some functional crosstalks between KAKU4 and its associated proteins (CRWN1/4, PNET2, GBPL3, SARD1, REF6), in some important biological processes such as defense response, cell death, and response to SA, JA, ABA, and forth.

### Distinct H3K27me3 profiles in the *kaku4* mutant and WT plants

KAKU4 can physically interact with CRWN1 and CRWN4 [14], which are in the same complex with a PWWP-containing protein PWO1 [26]. PWO1 interacts with several subunits of PRC2 (i.e., CLF, SWN, and MEA) [27]. We performed immunoblotting with specific antibody to detect trimethylate lysine 27 on histone H3 (H3K27me3) in the leaves of *kaku4* mutant and WT. As shown in Supplementary Figure S3, the H3K27me3 level in *kaku4* mutant was significantly lower than that in WT. We further performed H3K27me3 ChIP-seq using the sixth-week rosette leaves of the *kaku4* mutant and the WT. A total of 3,748 and 4,695 enriched regions of H3K27me3 were identified in the *kaku4* mutant and the WT, which were associated with 4,560 and 5,797 genes, respectively (Supplementary Table S7 and S8). More H3K27me3 deposited regions were found in WT than in the mutant. Further, we characterized the H3K27me3 distribution in different functional regions. The *Arabidopsis* genome was categorized into six genomic subregions: promoter, 5’ untranslated region (5’UTR), 3’UTR, exon, intron, and intergenic region, based on the physical positions of the genes. The distribution of H3K27me3 was similar in the *kaku4* mutant and the WT, mainly distributed in the exon region, with the exception of slight differences in the coding exon, intergenic and other regions (Fig. 3A).

**Fig. 3:**
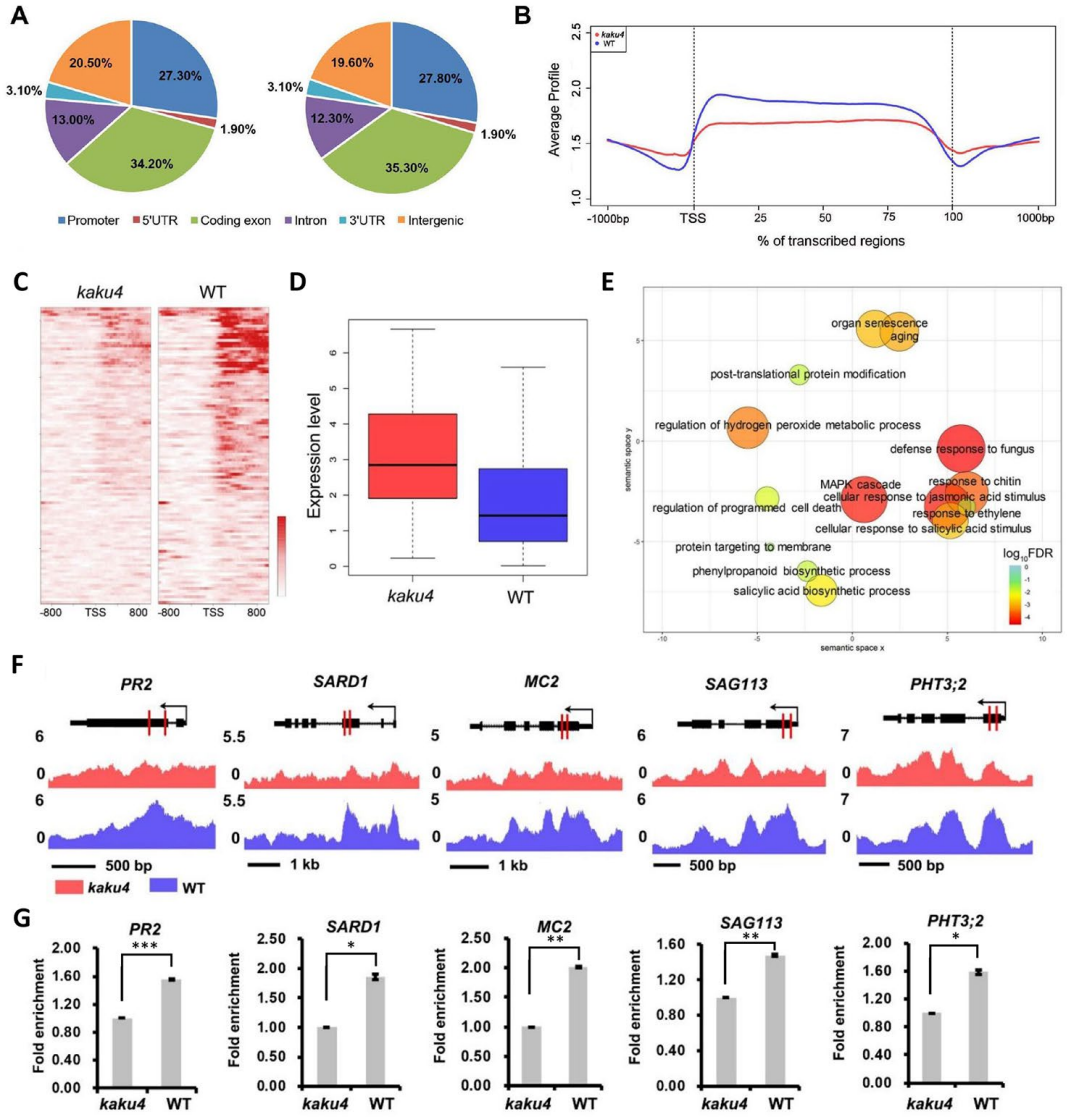
ChIP-seq analysis of H3K27me3 in the *kaku4* mutant and WT. (**A**) The distribution of H3K27me3 within different regions (Promoter, 5’UTR, Coding exon, Intron, 3’UTR and Intergenic) of *Arabidopsis* genome in the *kaku4* mutant and WT. (**B**) Distribution of H3K27me3 among the *Arabidopsis* genes. A meta-gene profile was generated using the normalized sequencing density of H3K27me3 in the *kaku4* mutant and WT. The gene body was converted into a percentage to standardize genes of different lengths. The 1 kb upstream and downstream regions of the gene are included. (**C**) The heatmaps display H3K27me3 signal around TSSs in the *kaku4* mutant and WT for genes upregulated and with decreased H3K27me3 accumulation in the *kaku4* mutant. For each gene, the H3K27me3 signals are displayed along − 1 kb to 1 kb regions around the TSSs. (**D**) The gene expression values in the *kaku4* mutant and WT are shown for genes upregulated and with decreased H3K27me3 accumulation in the *kaku4* mutant. (**E**) GO enrichment analyses for genes upregulated and with decreased H3K27me3 accumulation in the *kaku4* mutant by agriGO and REVIGO. The scatterplot shows the cluster representatives in a two-dimensional space derived by applying multidimensional scaling to a matrix of significant GO terms with semantic similarities. Bubble color and size indicates the log_10_(FDR) (legend in bottom right). (**F**) Genes with decreased H3K27me3 accumulation in the *kaku4* mutant are shown in the UCSC genome browser. The locations of ChIP–qPCR primers for H3K27me3 validation are marked in red lines. (**G**) ChIP–qPCR validation of H3K27me3 deposition for genes with decreased H3K27me3 in *kaku4* mutant. Significant difference between the *kaku4* mutant and WT were determined according to Student’s t-test. *P-value ≤ 0.05, **P-value ≤ 0.01, ***P-value ≤ 0.001

We performed metagene analyses to compare the level of normalized H3K27me3 signal along the genetic region. It was found that H3K27me3 reached a higher level in WT than in the *kaku4* mutant in the gene body, but the deposition upstream of the TSS was slightly lower than that in the mutant (Fig. 3B). Then, we identified genes with these differential H3K27me3 regions located within 2 kb upstream of TSS and the gene bodies as differential H3K27me3-deposited genes. A total of 820 genes with higher H3K27me3 deposition were identified in the WT and 16 genes in the *kaku4* mutant (Supplementary Table S9). In the *kaku4* mutant, significantly more genes were associated with decreased H3K27me3 deposition than with increased deposition. The presence of H3K27me3 is usually correlated with gene silencing in animals and plants [58].

We conducted combination analyses of transcriptomic and epigenomic data. We compared H3K27me3-changed genes and differentially expressed genes between the *kaku4* mutant and the WT, and identified 104 genes with decreased H3K27me3 deposition (Fig. 3C) and higher expression levels in the mutant (Fig. 3D and Supplementary Table S10). 

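All 104 genes of Supplementary Table S10 had FPKM values, and 103 passed the minimum for testing. Of these, 99 were called upregulated by limma with Benjamini-Hochberg adjustment, and their median log2 fold change was 1.53. The paper chose this list on the same libraries, so the count is not independent evidence. Removing the length trend from each library moved it most, to 61 genes. Without the fold change threshold, 83 of the 103 were then higher at an adjusted p of at most 0.05. Of the 820 genes that Supplementary Table S9 lists with decreased H3K27me3, 635 had FPKM values and 531 were tested. The paper lists no replicate ChIP-seq libraries for either genotype, so how far this list would vary between replicates is unknown. In this whole list 21.3% of the genes tested were called upregulated, 99 of these genes being among the 104, and 9.23% were called downregulated. Among the 20087 other genes tested, 16.3% were called upregulated and 11.6% downregulated. The difference in the upregulated share gave p = 0.00292 and that in the downregulated share p = 0.0984 (Fisher's exact test, two-sided, across genes, which are not independent replicates). With the length trend removed, 95 of the 531 genes were called upregulated and 32 downregulated, against 1602 and 1075 of all 20618 genes tested. No test of these shares is given. On the deposited values, the median log2 fold change of the 531 genes was 0.18. Their rise relative to the other genes was not past the threshold under limma camera with its preset correlation (p = 0.0986) or with the correlation estimated from the data (p = 0.269), and was past it under fry (p = 9e-04). From the genes that combined decreased H3K27me3 with higher expression, the paper proposes that KAKU4-involved H3K27me3 deposition might affect their expression.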

Their upregulated expression might be affected by KAKU4-involved H3K27me3 deposition. GO enrichment showed that GO terms associated with SA response, SA biosynthesis, JA response, defense response, aging, and organ senescence were enriched (Fig. 3E). Some processes closely related to aging, such as H_2_O_2_ metabolism and programmed cell death, were also significantly enriched (Fig. 3E). In addition, many genes related to ABA metabolism and signal transduction pathway were identified with lower H3K27me3 deposition and were upregulated in the *kaku4* mutant, including the ABA synthesis gene *NCED2*, the ABA 8’-hydroxylase gene *CYP707A2*, and ABA signal pathway genes such as *SAG113/HAI1, HAI2*, and *RD29B*.

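The ABA 8'-hydroxylase gene *CYP707A2* (AT2G29090) had 1.22 ± 0.443 FPKM (SD, n = 3) in WT and 3.53 ± 0.746 FPKM (SD, n = 3) in *kaku4*, a log2 fold change of 1.50 (SE 0.30, adjusted p = 0.00357 from limma with Benjamini-Hochberg adjustment). *HAI2* (AT1G07430) had 0.538 ± 0.0242 and 1.61 ± 0.156 FPKM, a log2 fold change of 1.42. *RD29B* (AT5G52300) was low in both genotypes, with 0.0980 ± 0.0242 FPKM in WT and 0.569 ± 0.0988 FPKM in *kaku4*, and a log2 fold change of 1.75 (SE 0.36). Because these values are near the pseudocount, a pseudocount of 1 gave log2 fold changes of 0.76 for *HAI2* and 0.51 for *RD29B*, and neither was then called. For *CYP707A2*, *HAI2* and *RD29B*, every *kaku4* library exceeded every WT library.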

We selected several genes (*PR2*, *SARD1*, *MC2*, *SAG113*, and *PHT3;2*) for ChIP-qPCR validation. *PR2* is the marker gene activated in response to pathogens. *SARD1* is a key regulator of the expression of *SID2* and can promote SA synthesis [54]. *PHT3;2* encodes a mitochondrial phosphate transporter that is highly expressed in senescent leaves [59]. *SAG113*/*HAI1* functions as a negative regulator of osmotic stress and ABA signaling. The metacaspases MC2 and MC1 antagonistically control programmed cell death in *Arabidopsis* [60]. The ChIP-qPCR results of the selected genes showed a decrease in H3K27me3 in the *kaku4* mutant than in the WT, which confirmed the ChIP-seq results (Fig. 3F and G).

In summary, these results indicated that KAKU4 might regulate SA signaling, JA signaling, ABA signaling, and senescence by affecting H3K27me3 deposition.

## Discussion

In this study, we found that the mutation of *KAKU4* gene resulted in an accelerated leaf senescence phenotype, with higher levels of H_2_O_2_ and some hormone contents. RNA-seq analysis showed that multiple genes were differentially expressed between the *kaku4* mutant and the WT plants in 6-week-old rosette leaves. In particular, the upregulated genes in the mutant were significantly enriched in some hormone pathways (SA, JA, ABA, and ethylene), H_2_O_2_ metabolism, programmed cell death, leaf senescence, and flowering, among others. In addition, we also concerned that knockdown of *KAKU4* may affect the biological processes regulated by other lamin-like proteins such as CRWNs, PNET2, and nuclear basket protein GBPL3, etc. We conducted data-mining analysis and the results showed that there are some functional crosstalks between KAKU4 and its associated proteins (CRWN1/4, PNET2, GBPL3), including defense response, cell death, and response to SA and JA, etc. Further ChIP-seq and ChIP-qPCR analyses showed that KAKU4 was involved in H3K27me3 deposition in a series of genes associated with hormone pathways, H_2_O_2_ metabolism, leaf senescence, and so on.

KAKU4 physically interacts with two lamin-like proteins: CRWN1 and CRWN4 [14]. CRWN1 is reported to be involved in SA-mediated plant immune responses [61]. CRWN1 interacts with NTL9 and SNI1, forming a complex to repress the expression of *PR1*. In addition, it inhibits the function of NPR1, which promotes *PR1* expression mediated by TGA1. CRWNs may also participate in the regulation of SA biosynthesis [21]. In *Arabidopsis*, the double-mutants *crwn1crwn3*, *crwn2crwn3*, and *crwn2crwn4* exhibit accelerated cell death and increased ROS accumulation [23]. In particular, CRWNs were reported to specifically localize and build a meshwork structure at the nuclear periphery, regulating chromatin distribution and gene expression through fluorescence in situ hybridization and RNA-seq analyses [25]. In addition, CRWNs physically interact with a PWWP domain containing protein PWO1 [26]. Through the mediation of PWO1, CRWN1 and CRWN4 may be associated with PRC2 and H3K27me3 accumulation. The expression of a substantial number of H3K27me3 targets is affected by either loss of PWO1 or CRWN1/CRWN2 [26]. The H3K27me3 accumulation levels near the genes involved in SA biosynthesis are decreased in *crwn* mutants [29]. Our epigenomic data analysis results presented here showed that knockdown of *KAKU4* significantly modulated the H3K27me3 modification in Arabidopsis genome. The combination analyses of epigenomic and transcriptomic data showed that, the genes with higher H3K27me3 deposition in WT and up-regulated in *kaku4* mutant, were significantly associated with some hormone pathways (such as SA signaling and biosynthesis pathways), program cell death and leaf senescence, etc. A key SA biosynthesis regulator, SARD1, shows decreased H3K27me3 accumulation in *crwn1crwn2* [29], while the expression of SARD1 increases markedly in *crwn1crwn2* [21]. Interestingly, we found that *SARD1* was upregulated in the *kaku4* mutant with lower deposition of H3K27me3, as well as many genes related to defense and cell death. These results indicated that KAKU4 plays a key role in regulating senescence-associated hormone pathways in the leaves with the mediation of H3K27me3 deposition.

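*SARD1* (AT1G73805) had a mean of 14.0 ± 0.698 FPKM (SD, n = 3) in WT and 32.0 ± 2.55 FPKM (SD, n = 3) in *kaku4*, a log2 fold change of 1.19 (SE 0.12, adjusted p = 3e-04 from limma with Benjamini-Hochberg adjustment). It fell under the fold change threshold when the libraries were centred on their median (0.99) and when the length trend was removed (0.69), with the same direction. *MC2* (AT4G25110), a metacaspase gene related to cell death, rose from 19.9 ± 2.68 to 40.5 ± 1.48 FPKM. Its log2 fold change of 1.03 lay close to the threshold. It was under it, in the same direction, with the GC trend removed (0.72), with the libraries centred (0.83), with the length trend removed (0.95), without WT replicate 1 (0.95), with replicates 2 and 3 only (0.97), and narrowly with a pseudocount of 1 (0.997). *PHT3;2* (AT3G48850) rose from 2.55 ± 0.557 to 10.7 ± 0.351 FPKM, a log2 fold change of 2.05. H3K27me3 itself was not analysed here.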

Taken together, we proposed a model for the role of KAKU4 in leaf senescence (Fig. 4). KAKU4 interacts with CRWN1 and CRWN4, which physically interact with PWO1, possibly promoting the deposition of H3K27me3 on a series of genes. This in turn inhibits the expression of some key genes (such as *SARD1*, *PR2*, *LOX4*, *NCED2*, *SAG113*/*HAI1*, *PHT3;2*, and others), leading to the inhibition of some biological processes, such as hormone-signaling pathways, PCD, and leaf senescence. The knockdown of the *KAKU4* gene causes a series of phenotypic changes, such as SA, JA, ABA and H_2_O_2_ accumulation, increased ion leakage at the membranes, and reduced chlorophyll content, resulting in leaf senescence. Our findings expand the knowledge for the role of KAKU4 in regulating key genes related to hormone pathways, PCD, and leaf senescence.

**Fig. 4:**
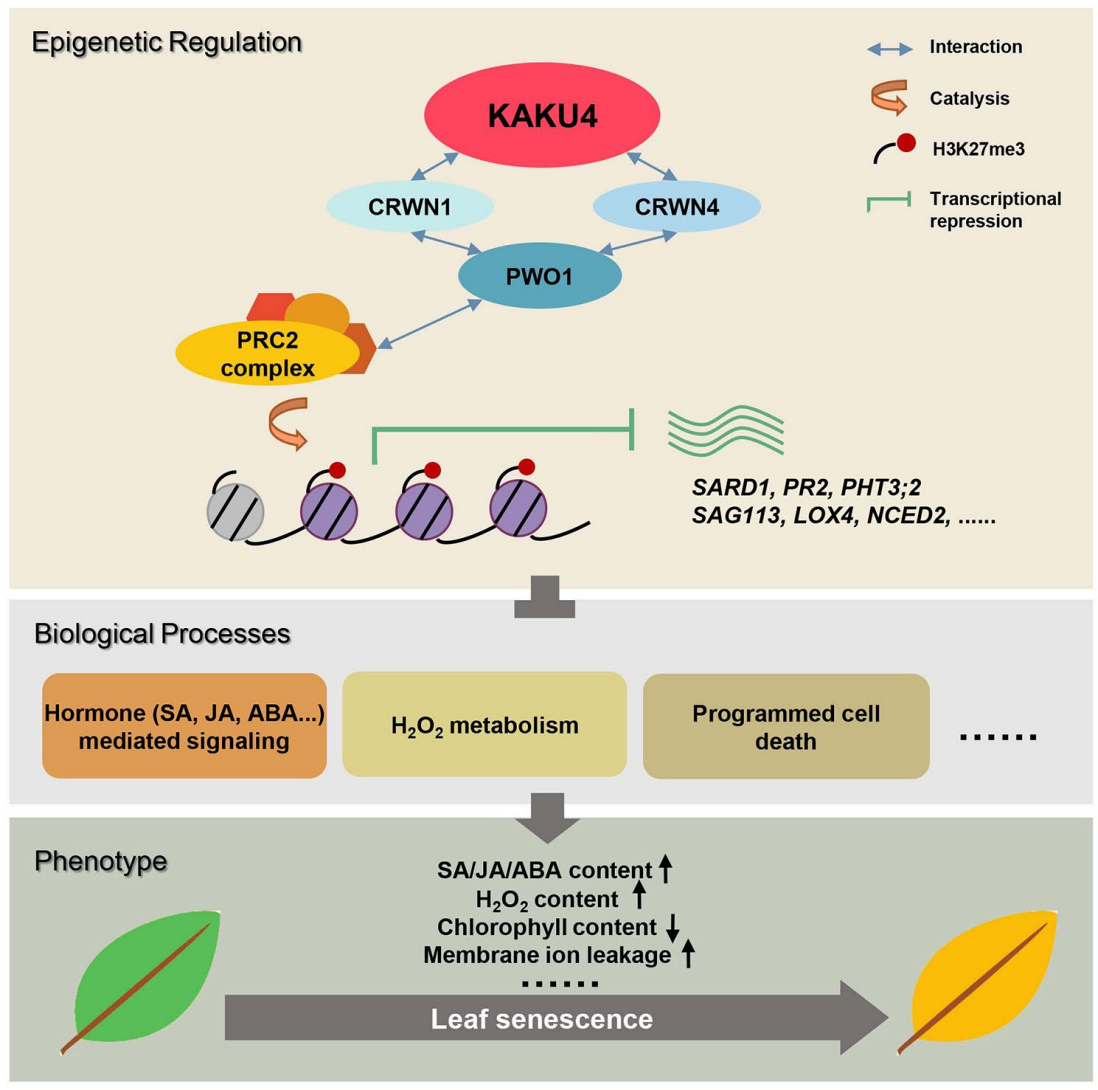
Model for the role of KAKU4 during leaf senescence. KAKU4, CRWN1, CRWN4, PWO1, and PRC2 might form complexes through protein-protein interaction that promote H3K27me3 deposition on a series of genes, and inhibit the expression of these genes. These genes were involved in the regulation of some biological processes, such as hormone-mediated signaling pathways (SA, JA, ABA, and so forth), PCD, and H_2_O_2_ metabolism, which suppress the production of related hormones and H_2_O_2_, while maintaining chlorophyll content to ultimately prevent the senescence of plant leaves

## Materials and methods

### Plant materials and growth conditions

Surface-sterilized *Arabidopsis thaliana* (Col-0, *kaku4* mutant lines, *KAKU4*-complementation lines, and *KAKU4*-overexpression lines) seeds were placed on half-strength MS (Murashige and Skoog) medium (pH 5.7 to 5.8, 1% [w/v] sucrose, and 0.7% agar). Following a three-day stratification period at 4 °C, the seeds were transferred to a conditioning chamber that had a 16-hour light (22 °C)/8-hour dark (19 °C) cycle. The seedlings were planted in soil after germination for ten days.

### Identification of the *kaku4* T-DNA insertion mutant

From the Arabidopsis Biological Resource Center (ABRC), the *kaku4* (SALK_076754) seeds were acquired. Using two sequential PCR experiments, homozygous T-DNA insertion mutant plants were verified. Two gene-specific primers were used in one assay: RP (SALK_076754-RP) and LP (SALK_076754-LP). One gene-specific primer (SALK076754-RP) and one T-DNA-specific primer (LB) were utilized in the other test. Supplementary Table S4 contains a list of all primers utilized in this investigation.

### Construction of transgenic *KAKU4-*complementation lines and *KAKU4*-overexpression lines

Amplification of the cDNA region of KAKU4 was achieved by PCR using specific primers (Supplementary Table S4) to produce the genetic complementation and overexpression lines of the protein. For the control of the 35 S promoter, the acquired DNA sequence was ligated into the *XbaI* and *KpnI* sites of the super-1300 vector (pCambia1300). After the DNA construct was confirmed through sequencing, it was electroporated into *Agrobacterium tumefaciens* GV3101, which underwent floral infiltration to produce the *KAKU4*-complementation lines and *KAKU4*-overexpression lines [62]. Hygromycin resistance was used to screen the transformed plants, and PCR was used to confirm the results. For further investigation, homozygous T2 seeds of transgenic plants were utilized.

### Construction and identification of the *kaku4* CRISPR/Cas9 mutant

The coding sequences of *KAKU4* were chosen as the target and cloned into the plasmid (pCBSG12B) to generate *kaku4* mutant by the clustered regularly interspaced short palindromic repeats (CRISPR)/associated protein9 (Cas9) gene editing approach. The *kaku4-03*^Cas9^, *kaku4-04*^Cas9^, and *kaku4-05*^Cas9^ were generated in Columbia background and confirmed by PCR assay, using the gene-specific primers: ka-ex1_cas_F2 and ka-ex1_cas_R2 (listed in Supplementary Table S4).

### Chlorophyll content, ion leakage, H_2_O_2_ content measurement

The 6-week-old rosette leaves were homogenized in liquid nitrogen and then incubated in 80% acetone (v/v) for an entire night at 4 °C in order to determine the chlorophyll content. Next, centrifuge at 2700 g for 3 min. Following measurements of absorbance at 646 and 663 nm, the chlorophyll concentration was computed as follows: Chlorophyll a (mg/mL) is equal to 12.21×A_663_ − 2.81×A_646_, while Chlorophyll b (mg/mL) is equal to 20.13×A_646_ − 5.03×A_663_. Chlorophyll a + Chlorophyll b equals the chlorophyll content (mg/mL).

Electrolytes that had leaked from leaves were measured in order to determine membrane ion leakage. The initial conductivity was measured after the third and fourth rosette leaves from the plants were submerged for three hours at 23 °C in three milliliters of 400 mM mannitol with light shaking. The total conductivity was measured following a 10-minute boil. The percentage of initial conductivity compared to total conductivity was used to calculate conductivity [63].

Using an Amples Red H_2_O_2_/peroxidase assay kit (Molecular Probes) and following the manufacturer’s instructions, the H_2_O_2_ production was quantified [64].

## Plant hormone content measurement

To determine the hormone content, 6-week-old rosette leaves from Arabidopsis plants cultivated in soil were harvested. After homogenizing the rosette leaves in liquid nitrogen, 500 µl of the extract solution and 50 µl of the internal standard working solution were added. The mixture was vortexed and shaken for 30 min at 4 °C. 1 ml of the extract CHCl_3_ was then added, and the mixture was vortexed and shaken for 30 min at 4 °C again. Gather the bottom layer of liquid after centrifugation, then use helium to dry it at room temperature. Following their dissolution in 0.1 ml of MeOH, the samples were filtered through a 0.1 µM filter.

An UPLC-HRMS system with a heated electrospray ionization (HESI) source (UPLC, Waters ACQUITY UPLC i-Class, Milford, MA, USA; MS, Thermo Fisher Q-Exactive, Bremen, Germany) was used to analyze the samples. Chromatographic separation with a Poroshell 120 EC-C18 column (3.0 × 75 mm, 2.7 μm, Agilent, USA) at a flow rate of 0.4 ml min^− 1^. For the analysis of SA, ABA, and JA, the mobile phases were 0.05% AA in water (phase A) and 0.05% AA in ACN (phase B). Use 0.1% FA in MeOH (phase B) and 0.1% FA in water (phase A) for ZT and OPDA detection. The gradient program was configured to start at 90% A at 0 min, go from 60% A at 6.25 min, then 10% A at 7.5 min, hold for 3 min, and back to the starting condition. The temperature in the column was 35 °C.

In MS analysis, both positive and negative ion modes were employed. The spray voltage (+) at 3.5 kV, spray voltage (-) at 3 kV, aux gas flow rate at 10 units, sheath gas flow rate at 30 arbitrary units, sweep gas flow rate at 5 units, gas heater temperature at 350 °C, capillary temperature at 320 °C, and S-lens RF level at 55% were the parameters set for the HESI source. For data acquisition, two scans were used: the full MS scan (resolution: 70,000, AGC target: 3E6, maximum IT: 100 ms, scan range: 50–750 m/z) and the targeted MS2 scan (resolution: 17,500, AGC target: 2E5, isolation window: 2.0 m/z).

## RNA extraction and RNA-seq analysis

For the purpose of creating independent biological samples, 150 mg of the 6-week-old Arabidopsis plants’ rosette leaves (WT or *kaku4* mutant) were collected and frozen in liquid nitrogen. Using the TRIZOL® reagent (Invitrogen, CA, USA) and Qiagen RNeasy columns (Qiagen, Hilden, Germany), total RNA was isolated and purified in accordance with the manufacturer’s instructions.

The Beijing Genomics Institute constructed the sequencing libraries, and 150-bp pair-end reads were sequenced using an IlluminaHiSeq™ 2000. Three biological replicates of the RNA-seq data were produced. TopHat2 v2.0.9 software was used to align the paired-end clean reads of RNA-seq to the reference genome (TAIR10) [65] and Cufflinks were used to calculate FPKM values [66]. TopHat2 and Cufflinks were both run with default parameters. The cutoff: |log_2_FoldChange| ≥ 1 and P-value ≤ 0.05, were used to identify the differential expressed genes (DEGs) between WT and *kaku4* mutant (Supplementary Table S2).

### Chromatin immunoprecipitation and ChIP-seq analysis

With a few minor adjustments, a native chromatin immunoprecipitation (ChIP) was carried out essentially as former publications [67]. Approximately 20 g of the rosette leaves from the plants at week six were ground into a fine powder using liquid nitrogen and then resuspended in TBS (10 mM Tris, pH 7.5, 3 mM CaCl_2_, 2 mM MgCl_2_, 0.1 mM PMSF, 2/5 tab of complete mini (Roche Applied Science, Indianapolis) with 0.5% Tween 40). Subsequently, the nuclei were purified using a sucrose gradient and digested for five minutes at 37 °C using ten units of micrococcal nuclease (Sigma, St Louis). The nucleosome samples were centrifuged after being incubated for 4 h with 4% protein A Sepharose (GH healthcare Bio-Sciences AB, Uppsala) and pre-immune rabbit serum (1:100 dilution). Anti-trimethyl-histone H3 (Lys 27) antibodies (Millipore, 07-449) were incubated with the supernatant for an overnight period at 4 °C. The control experiments employed an identical volume of pre-immune rabbit serum, which functioned as a nonspecific binding control in every ChIP experiment. Following that, the samples were incubated for four hours at 4 °C with 25% protein A Sepharose. Using an elution buffer (20 mM Tris-HCl at pH 7.5, 5 mM EDTA, 50 mM NaCl, 1% SDS) the immune complexes were extracted from the washed beads following centrifugation of the pellet (bound) fractions. Following phenol/chloroform extraction, ethanol precipitation was used to extract immunoprecipitated DNA. In 100 µl of TE buffer (pH 8.0), the ChIPed DNA was once again suspended, and used for library construction by the Beijing Genomics Institute, then sequenced using the Illumina system Novaseq 6000 with a 150-bp read length.

Using BOWTIE2 software [68] with default parameters, all clean ChIP-seq reads were mapped to the Arabidopsis genome TAIR10. To identify peaks, the reads were organized using the MACS program (bandwidth, 300 bp; model fold, 10, 30; *P* = 1.00e-5) [69]. The UCSC genome browser was used to visualize the ChIP-seq data [70]. Using CEAS software, the distribution of peaks found in the ChIP-seq along the Arabidopsis genome were characterized [71]. Genes that overlapped the peaks, including the 2-kb upstream and gene body regions, were thought to carry the epigenetic marks. Supplementary Table S7 displayed the related peak numbers and gene numbers. Supplementary Table S9 included a list of all differential H3K27me3-related genes, which were utilized for further analysis.

### Gene ontology analysis

Using agriGOv2 [72] and REVIGO [73], GO enrichment analysis of RNA-seq and ChIP-seq data was carried out. The custom analysis in PlantGSEA platform [74]was used to perform the gene set enrichment analysis of KEGG, Caf, transcript factor target, and MapMan. P-values of less than 0.05 as the cutoff indicated that a term was significantly enriched.

### Quantitative real-time PCR

Utilizing the Moloney Murine Leukaemia Virus (M-MLV; Invitrogen), reverse transcription was carried out. After being heated to 70 °C for two minutes, 10 µl samples containing 2 µg of total RNA and 20 pmol of random hexamers (Invitrogen) were cooled on ice for an additional two minutes. Next, incorporate the reaction buffer and M-MLV into a 20 µl total volume that includes 20 pmol random hexamers, 500 µM dNTPs, 200 units of M-MLV, 50 mM Tris-HCl (pH 8.3), 75 mM KCl, 3 mM MgCl_2_ and 5 mM dithiothreitol. After that, the samples were incubated for 1.5 h at 37 °C [75]. The cDNA samples were diluted to 8 ng/µL for real-time RT-PCR analysis.

Using gene-specific primers (Supplementary Table S4) and an ECO Real-Time PCR system (Illumina) in accordance with the manufacturer’s instructions, real-time PCR experiments were carried out. SYBR Green was used to perform three biological repeats with 8 ng of cDNA. To standardize all of the data for the real-time RT-PCR experiments, each sample’s internal control was Arabidopsis 18 S rRNA (Supplementary Table S4). The quantitative variation between replicates was assessed using the relative quantitation method (ΔΔCT) to evaluate the gene-expression levels in wild-type, *kaku4* mutant, *KAKU4*-complementation and *KAKU4*-overexpression lines.

### ChIP-qPCR

The prepared DNA in ChIP was subjected to quantitative PCR analysis using an ECO Real-Time PCR system (Illumina). The ChIP-qRCR gene-specific primers were displayed in Supplementary Table S4. Three independent repetitions of the experiments were conducted. 25 S was utilized as a negative control to calculate the relative fold enrichment (RFE) of modified histone-associated sequences in the bound fractions. 2^−ΔΔCT^± standard deviation (SD) was used to compute RFE, where ΔΔCT is equal to ΔCT (positive control) - ΔCT (negative control).

### Immunoblots

After being ground in liquid nitrogen, harvested leaves from both the *kaku4* mutant and WT were extracted using 2×SDS-PAGE loading buffer (P1040; Solarbio) at 100 °C for 10 min. The mixture was centrifuged at 12,000 rpm for 10 min. Proteins that were extracted underwent separation on 10% SDS-PAGE gels before being transferred to PVDF membranes (Millipore, 0.22 μm). At room temperature (24 °C), membranes were blocked in blocking buffer (5% milk dissolved in 1×TBST (Tris Buffered Saline with Tween 20) for one hour. Then the membranes were incubated in blocking buffer with antibodies against H3 (BE3015; EASYBIO) and H3K27me3 (07-449; Millipore) for 1.5 h at room temperature. Membranes were incubated for one hour at room temperature with TBST after being washed five times for three minutes each. Membranes were incubated for 1 h at room temperature with diluted 1/2,000 Goat Anti-Mouse IgG, HRP Conjugated (CW0102S; CWBIO) and Anti-Rabbit VHH HRP (KTSM1322; AlpalifeBio) following five rounds of washing in TBST for three minutes each. Membranes were incubated in electrochemiluminescence (ECL) buffer (BE6706; EASYBIO) for one minute after being rinsed five times in TBST.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

Supplementary Material 8

Supplementary Material 9

Supplementary Material 10

Supplementary Material 11

Supplementary Material 12

Supplementary Material 13

Supplementary Material 14

Supplementary Material 15

## Data Availability

The RNA-seq and ChIP-seq raw data were deposited in the NCBI Gene Expression Omnibus with the accession number GSE250299.

# Supplementary material for: KAKU4 regulates leaf senescence through modulation of H3K27me3 deposition in the Arabidopsis genome
**Source:** BMC Plant Biol. 2024 Mar 7;24:177. doi: 10.1186/s12870-024-04860-9
**Supplement:** Supplementary file 1 — Supplementary Material 1

## Supplementary Figure Legends

**Supplementary Figure S1. Phenotypic analyses of the WT, kaku4 mutant, *KAKU4*-complementation, and *KAKU4*-overexpression lines during leaf senescence.** (A) T-DNA insertion position of the *kaku4* mutant line (SALK_076754). (B) Constructs used for transformation of the *KAKU4*-complementation and *KAKU4*-overexpression lines. (C) Real-time RT-PCR analyses of the expression levels of *KAKU4* in the rosette leaves of the WT, *kaku4* mutant, *KAKU4*-complementation (*35S::KAKU4*/*kaku4-1* and *35S::KAKU4*/*kaku4-2*) and *KAKU4*-overexpression (*35S::KAKU*4/WT-1 and *35S::KAKU4/WT-2*) lines. (D) Rosette leaves of 4th-week WT, the *kaku4* mutant, *KAKU4*-complementation, and *KAKU4*-overexpression lines. (E) Leaf-senescence phenotype of the 6th-week WT, *kaku4* mutant, *KAKU4*-complementation, and *KAKU4*-overexpression lines. (F) Chlorophyll content in the 6th-week rosette leaves of WT, *kaku4* mutant, *KAKU4*-complementation, and *KAKU4*-overexpression lines. Significant differences between the mutant, transgenic line, and WT were determined according to Student’s t-test. *P-value ≤ 0.05, **P-value ≤ 0.01, ***P-value ≤ 0.001.

**Supplementary Figure S2. Phenotypic analyses of the WT and kaku4 mutants during leaf senescence.**  (A) Mutation sites in *KAKU4* modified by the CRISPR-Cas9 genome editing. Schema of *KAKU4* gene structure and the mutation sites of *kaku4-03*^Cas9^, *kaku4-04*^Cas9^, and *kaku4-05*^Cas9^. Boxes and lines in the diagram indicate exons and introns, respectively. Gray boxes indicate mutated parts in the mutants. (B) Rosette leaves of 3th-week *kaku4* mutant and WT during leaf senescence. (C) Plants of 6th-week *kaku4* mutant and WT during leaf senescence. (D) Rosette leaves of 7th-week *kaku4* mutant and WT during leaf senescence. (E) Chlorophyll content in the 7th-week rosette leaves of the *kaku4* mutants and WT.

**Supplementary Figure S3. Western blot detection of the H3K27me3 mark in *kaku4* mutant and WT.** Comparison between WT and *kaku4* mutant revealed reduction of H3K27me3-signal in the mutant. Detection of histone H3 was used a loading control. The Western blot with the full-length blot images.

## Supplementary Tables

**Supplementary Table S1.** Statistical summary of RNA-sequencing libraries. (see separate Word file)

**Supplementary Table S2.** Differentially expressed genes between the *kaku4* mutant and WT. (see separate Excel file)

**Supplementary Table S3.** The enriched GO terms for differentially expressed genes between the *kaku4* mutant and WT. (see separate Excel file)

**Supplementary Table S4.** List of primers used in this work. (see separate Word file)

**Supplementary Table S5.** GSEA analyses for differentially expressed genes between the *kaku4* mutant and WT. (see separate Excel file)

**Supplementary Table S6.** Overlap upregulated DEGs in *kaku4* mutant and *crwn1*, *crwn4*, *crwn1crwn4*, *pnet2abc*, *gbpl3*, and *ref6* mutants, and overlapping genes between upregulated DEGs in *kaku4* mutant and SARD1 target genes. (see separate Excel file)

**Supplementary Table S7.** Statistical summary of ChIP-sequencing libraries. (see separate Word file)

**Supplementary Table S8.** Genes associated with the H3K27me3 enriched regions in the *kaku*4 mutant or WT. (see separate Excel file)

**Supplementary Table S9.** Differential H3K27me3 related genes between the *kaku4* mutant and WT. (see separate Excel file)

**Supplementary Table S10.** Genes with decreased H3K27me3 deposition and upregulated in the *kaku4* mutant. (see separate Excel file)

**Supplemental Table S11.** One-way ANOVA results for comparisons in Figure 1. (see separate Word file)

# Supplementary material for: KAKU4 regulates leaf senescence through modulation of H3K27me3 deposition in the Arabidopsis genome
**Source:** BMC Plant Biol. 2024 Mar 7;24:177. doi: 10.1186/s12870-024-04860-9
**Supplement:** Supplementary file 5 — Supplementary Material 5

**Supplementary Table 1 | Statistical summary of RNA-sequencing libraries.**

| **Sample** | **Total reads** | **Mapped Reads** | **Mapping rate** | **Properly paired** |
| --- | --- | --- | --- | --- |
| *kaku4* rep1 | 47,105,856 | 44,244,959 | 93.90% | 89.50% |
| *kaku4* rep2 | 50,064,746 | 47,405,937 | 94.70% | 91.10% |
| *kaku4* rep3 | 65,531,118 | 61,068,050 | 93.20% | 89.60% |
| WT rep1 | 46,778,646 | 42,658,803 | 91.20% | 86.80% |
| WT rep2 | 67,171,746 | 62,429,146 | 92.90% | 89.00% |
| WT rep3 | 60,059,822 | 56,581,138 | 94.20% | 90.30% |

# Supplementary material for: KAKU4 regulates leaf senescence through modulation of H3K27me3 deposition in the Arabidopsis genome
**Source:** BMC Plant Biol. 2024 Mar 7;24:177. doi: 10.1186/s12870-024-04860-9
**Supplement:** Supplementary file 8 — Supplementary Material 8

**Supplementary Table 4 | List of primers used in this work**

# Supplementary material for: KAKU4 regulates leaf senescence through modulation of H3K27me3 deposition in the Arabidopsis genome
**Source:** BMC Plant Biol. 2024 Mar 7;24:177. doi: 10.1186/s12870-024-04860-9
**Supplement:** Supplementary file 11 — Supplementary Material 11

**Supplementary Table 7 | Statistical summary of ChIP-sequencing libraries.**

| **Sample** | **Total reads** | **Mapped reads** | **Mapping rate** | **No. of Peaks** | **No. of genes related peaks** |
| --- | --- | --- | --- | --- | --- |
| *kaku4* | 21,397,353 | 20,382,644 | 95.26% | 3,748 | 4,560 |
| WT | 24,145,497 | 22,487,409 | 93.13% | 4,695 | 5,797 |

# Supplementary material for: KAKU4 regulates leaf senescence through modulation of H3K27me3 deposition in the Arabidopsis genome
**Source:** BMC Plant Biol. 2024 Mar 7;24:177. doi: 10.1186/s12870-024-04860-9
**Supplement:** Supplementary file 15 — Supplementary Material 15

**Supplemental Table S11 | One-way ANOVA** **results for comparisons in Figure 1**

| **Comparison** |  | **df** | **SS** | **MS** | **F** | **P-value** |
| --- | --- | --- | --- | --- | --- | --- |
| **Figure 1C:**  **chlorophyll content** | Genotype | 1 | 0.713414 | 0.713414 | 58.59254 | **1.93E-08** |
|  | error | 29 | 0.353099 | 0.012176 |  |  |
|  | Total | 30 | 1.066513 |  |  |  |
| **Figure 1D:**  **ion leakage** | Genotype | 1 | 0.119031 | 0.119031 | 47.27037 | **2.37E-04** |
|  | error | 7 | 0.017627 | 0.002518 |  |  |
|  | Total | 8 | 0.136658 |  |  |  |
| **Figure 1E:**  **H_2_O_2_ content** | Genotype | 1 | 0.009572 | 0.009572 | 249.4681 | **9.39E-05** |
|  | error | 4 | 0.000153 | 3.837E-05 |  |  |
|  | Total | 5 | 0.009726 |  |  |  |
| **Figure 1F:**  **SA content** | Genotype | 1 | 38877.54 | 38877.54 | 564.4339 | **1.86E-05** |
|  | error | 4 | 275.5153 | 68.87882 |  |  |
|  | Total | 5 | 39153.06 |  |  |  |
| **Figure 1G:**  **JA content** | Genotype | 1 | 23216.56 | 23216.56 | 280.2651 | **7.46E-05** |
|  | error | 4 | 331.3514 | 82.83785 |  |  |
|  | Total | 5 | 23547.91 |  |  |  |
| **Figure 1H:**  **ABA content** | Genotype | 1 | 361.3795 | 361.3795 | 279.1429 | **7.52E-05** |
|  | error | 4 | 5.178416 | 1.294604 |  |  |
|  | Total | 5 | 366.5579 |  |  |  |

df: degree of freedom; SS: stdev square; MS: mean square

Bonferroni-adjusted (alpha=0.05) is 0.0167

How the deposited data were processed for this re-analysis (not part of the article)

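Rosette leaves of 6-week-old WT and *kaku4* plants were measured by RNA-seq, with 3 libraries per genotype. Each library was assigned to its genotype and replicate by its sample labels and the paper. The labels name the mutant *kaku4*-2, whereas the paper's text calls the line used for RNA-seq *kaku4*. The authors aligned the reads to TAIR10 with TopHat2 and calculated FPKM values with Cufflinks, both with default parameters, and these FPKM values were deposited in 1 table of 24492 loci. In that table 1442 loci carry a spreadsheet mark for a missing value in all 6 libraries. These loci were left out, and the remaining 23050 were treated as FPKM values, as the table's header and the paper's methods state. Because of the missing-value marks the columns did not pass an automatic check of the FPKM unit and were recorded there under a general unit, which changed no value. The authors' FPKM values already include the correction for transcript length and library size. Counts per gene are unknown, so the paper's DESeq2 analysis could not be repeated and the precision of each value is known only from the spread between 3 libraries.

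From the deposited FPKM values, log2(FPKM + 0.1) was computed and the 20618 genes with a mean of at least 0.1 FPKM over the 6 libraries were tested with limma 3.58.1 in R 4.3.3, with a mean-variance trend in eBayes, no covariates and Benjamini-Hochberg adjustment over the genes tested. The criteria were a log2 fold change of at least 1 in size and an adjusted p of at most 0.05. Gene lists were tested with limma camera at a preset correlation of 0.01, with camera at a correlation estimated from the data, with the rotation test fry, and against 10000 random lists drawn from 20 bins of mean expression or of transcript length, which permutes genes and not libraries. The p values of camera and fry come from a model of 3 libraries per genotype and are neither exact nor adjusted for the number of lists. Most of the genes named in the text were chosen by a rule written before the data were examined. Under it these were *KAKU4*, each gene that the results text or the legends of Fig. 2 and Fig. 3 name as measured in *kaku4*, and the 5 largest rises and 5 largest falls among called genes whose genotypes did not overlap. Members of the gene lists could also be named. The neighbours of *HEI10* (*MRD1*, *MSL4*, *MUM4*, *MPK18* and *FAP3*), the chloroplast gene ATCG01020, the anther gene *LAP6* and the 3 genes named with increased H3K27me3 fall outside this rule and were named after their values were seen.

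Lists were set by symbol, by gene description or from the supplementary tables, since no GO annotation was used. Of the list of 15 senescence genes 12 were matched to 1 locus, and of the list of 11 genes raised by iron shortage 8 were matched. Lists of ferritin, floral organ, morning clock and evening clock genes were also set before the data were examined, and a list of 12 anther genes was set afterwards. The rows of Supplementary Table S2 held here number 1923 of the paper's 5354 genes, so no overlap with that table was tested. Transcript lengths, GC content and coordinates come from the RefSeq annotation of TAIR10.1, whereas the paper names TAIR10, and were matched by locus. Of the genes tested, 20464 had a transcript length. The other 154 were left unadjusted where a trend was removed. To remove a trend, a lowess curve with a span of 0.4 was fitted in each library to the deviation of each gene from its mean and subtracted. This also removes any true change that follows length.

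The functions were tested on simulated data with the means and spreads of the 20618 genes. Of 200 genes given known changes, 91.5% were called in the right direction, with 8 of the 20418 unchanged genes called. When a length trend like the observed one was added, 1916 unchanged genes were called, and after its removal 11. Of 200 random lists of 50 unchanged genes, 2% had a camera p and 4% a fry p of at most 0.05. The simulated noise was independent between genes, however. These shares therefore do not hold for lists whose genes move together, such as the ribosomal protein genes, with an estimated correlation of 0.35. In all, 23 alternatives were set before the data were examined and 3 were added afterwards, and 26 tests of explanations were run, of which 20 were written after the result they bear on had been seen. The ChIP-seq, qRT-PCR and hormone measurements of the paper were not analysed here.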

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

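The tests of transcript length given here were chosen after the results were seen. Among the 5 largest rises in *kaku4*, 3 belong to genes that the paper does not discuss. *PGAZAT* (AT2G41850) rose from 0.462 ± 0.183 FPKM (SD, n = 3) in WT to 60.3 ± 8.52 FPKM (SD, n = 3) in *kaku4*, the largest rise among the called genes whose genotypes did not overlap, with a log2 fold change of 6.80. *DOX1* (AT3G01420) rose from 0.523 ± 0.0823 to 44.2 ± 10.0 FPKM, with a log2 fold change of 6.13. The gene AT5G50760 rose from 0.201 ± 0.108 to 10.3 ± 2.52 FPKM, with a log2 fold change of 5.16. The WT libraries served as the control, and each of these genes was far above it in every *kaku4* library.

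A transcript length bias between the libraries is argued against as the cause of these rises by their size alone. The median log2 fold change of length deciles ran only from -0.85 to 1.16. Removing the length trend could therefore not have taken these rises away. It gave 6.79 for *PGAZAT*, 5.68 for *DOX1* and 5.67 for AT5G50760. The genes are low in WT, so the size of the change depends on the pseudocount. Whether the rises follow from the loss of *KAKU4*, from the more advanced senescence of the mutant leaves at the same age, or from another difference between the lines was not tested, since the design holds 1 mutant line and 1 age.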

How the results depend on the processing

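Of the alternatives, 23 were set before the data were examined. The batch term for replicate 1, the fits with replicates 2 and 3 only and the rotation test fry with the length trend removed were chosen after seeing the data. The fall of *KAKU4* and the count of qRT-PCR genes stayed on the same side of their thresholds in all settings in which they were computed, the latter ranging from 12 to 16 genes. For the single genes named by the rule, 680 of 702 alternative values kept their direction and their side of the threshold. Of the others, 20 kept the direction but not the threshold, and 2 were reversed. No value could newly pass the threshold, because each of these genes was already called in the main fit. The reversed values were those of *REF6*, at -0.0414 with the length trend removed, with and without a replicate block.

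The counts of called genes changed with several of the choices. With the length trend removed, 1602 genes were called upregulated and 1075 downregulated, 61 of the 103 tested genes of Supplementary Table S10 were called, and their median log2 fold change was 1.25. With a pseudocount of 1, 1743 genes were called upregulated, 64 genes of that table were called, and their median was 1.10. A higher pseudocount shrinks the fold changes of genes with low FPKM by construction. With no fold change threshold, 5905 genes were called upregulated and 5844 downregulated. Centring the libraries on their median moved the median log2 fold change of all genes to -0.19 and the upregulated share of the calls from 58.8% to 37.4%. It gave 3846 downregulated genes and a median of 1.33 for the genes of Supplementary Table S10. For the genes with decreased H3K27me3 it gave a median of -0.0165, which still lay above that of all genes.

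The median of the genes with decreased H3K27me3 was not past the threshold of camera at the preset correlation. With limma's fry in place of camera at that correlation it was past it at 0.18 (p = 9e-04). So it was at 0.20 with the length trend removed (camera at the preset correlation, p = 0.0146, and fry, p = 1.5e-04) and at 0.14 with the GC trend removed (camera, p = 0.0429). By permutation of genes, it exceeded random lists of like mean expression by 0.19 (p = 0.0012) and of like length by 0.25 (p = 1e-04, the smallest that 10000 lists can give). The median of the light reaction genes was 0.0228 after quantile normalization. With the length trend removed it was -0.11 (limma camera at the preset correlation, p = 0.943, and fry, p = 0.533). At -0.45 it was not past the threshold with the estimated correlation (p = 0.459). By permutation of genes, it lay 0.33 above random lists of like mean expression (p = 0.0027) and 0.10 above those of like length (p = 0.461), so these genes fell less than genes of like expression. The median of the ribosomal protein genes was -0.97 with the estimated correlation (p = 0.205) and -0.27 under fry with the length trend removed (p = 0.0623). Apart from the effects of construction given above, the cause was not tested.

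Replicate 1 of both genotypes deviated alike, whereas the numbers of replicates 2 and 3 did not pair the samples. The deviations of same-numbered WT and *kaku4* libraries correlated at 0.305, 0.0821 and 0.00608 across genes for replicates 1, 2 and 3. Pairs of unlike number that held a replicate 1 correlated at -0.225 to -0.146. WT replicate 3 with *kaku4* replicate 2 gave 0.214, and WT replicate 2 with *kaku4* replicate 3 gave 0.195. With the replicate block, 3410 genes were called upregulated and 2481 downregulated. With the replicate block and the length trend removed, 1640 and 1100 genes were called, 61 genes of Supplementary Table S10 were called with a median of 1.25, and by camera at the preset correlation the genes with decreased H3K27me3 had a median of 0.20 (p = 0.0131) and the light reaction genes a median of -0.11 (p = 0.899).

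Across the 6 fits that each left out 1 library, the count of upregulated genes ranged from 2648 to 3767 and that of downregulated genes from 1616 to 2994. Both lowest counts came without *kaku4* replicate 2 and both highest without *kaku4* replicate 1. A batch term for replicate 1 gave 3456 and 2482 genes, and replicates 2 and 3 alone gave 3827 and 3033 genes. The files give no counts, so the depth behind low values is unknown.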

Differences from the paper's values

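The log2 fold change of *RD29B* was 1.75 (SE 0.36), against the paper's 2.02 in its supplementary table. The difference was smaller than this SE, so no disagreement with the paper's value is shown. It exceeded the spread between replicates, taken as the larger SD of the log2 values within a genotype. Among the alternatives set before the data were examined, leaving out WT replicate 3 (1.82) or *kaku4* replicate 1 (1.87) brought the value within that spread of the paper's. The other alternatives in which *RD29B* was tested did not, with values from 0.51 at a pseudocount of 1 to 2.43 at a pseudocount of 0.01. The WT mean of 0.0980 FPKM was close to the pseudocount of 0.1, so the value depends on that choice.

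The paper places *BHLH039* among the genes past a log2 fold change threshold that *BHLH038* and *BHLH100* also pass, and the value found here, -2.85, lies short of it. Centring the libraries on their median gave -3.05, which passes that threshold. None of the other alternatives set before the data were examined did, and the closest was -3.00 without *kaku4* replicate 1, which lies just short of it before rounding. Of the 103 tested genes of Supplementary Table S10, all of which the paper lists as upregulated, 4 were not called here. The unadjusted p with the same fold change threshold left 2 of the 103 uncalled, and the adjusted p with no fold change threshold left 3. The replicate block left 2, and leaving out *kaku4* replicate 1 left 3. A batch term for replicate 1, chosen after seeing the values, left 2.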

Other observations

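The tests of the splits for the gene lists, of transcript length and GC content in single gene lists, of length between replicates, of sequencing depth, and of the iron, *HEI10*, anther and chloroplast genes were chosen only after the result was seen. The tests of the split for the counts, of length and GC content over all genes, and of the clock, floral and low-expression explanations were written before, but how 2 of these were read was settled only after values had been seen. Length over all genes was first read as explaining the directions of change, and was left open once every gene class was required to follow it. For GC content the measure was for a time the median of the ribosomal protein genes before the count of called genes was restored, and the gene classes were added later. In all, 26 tests of explanations were run on these 6 libraries, without adjustment for their number.

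The paper does not report a pattern that ran across the genes tested. Log2 fold changes rose with transcript length, with a Spearman correlation of 0.59 across genes. In the shortest decile of transcripts, the median deviation from the gene mean was 0.37 to 0.48 in the WT libraries and -0.76 to -0.14 in the *kaku4* libraries. Replicates of *kaku4* also differed along length, with correlations of 0.54 for replicate 2 against 1 and of 0.33 for replicate 3 against 1, whereas no pair of WT libraries exceeded 0.12 in size. A difference of this kind between single libraries, such as in RNA integrity or in library preparation, is therefore a candidate explanation. Sequencing depth is argued against as the cause, because the mean of the mapped reads that the paper reports was 94.5% of WT in *kaku4* and the ranges overlapped. Removing the GC trend left 4633 genes called against 5751, but only 3486 of them were called in the same direction in both. GC content as the whole cause of the directions of change is argued against by the gene classes, since each of the 5 differed from random lists of like GC content, by -1.03 for the ribosomal protein genes, -0.71 for the light reaction genes, 1.03 for the chromatin genes, -0.96 for the core histone genes and 1.82 for the senescence genes (permutation of genes, p = 1e-04 for each). With the GC trend removed, camera at the preset correlation and fry also passed 0.05 in the same direction for all 5 classes. Because the length slope separates the genotypes in all 6 libraries, a technical cause and a true change in long and short transcripts, for example with advanced senescence, cannot be told apart for the gene classes as a whole.

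The gene classes fared differently once genes of like length were compared. The criterion was made stricter after values had been seen, so that a class counted as moved beyond length only where the permutation of genes into random lists, and camera at the preset correlation and fry with the length trend removed all passed 0.05. Under it the senescence genes remained, 1.90 above random lists of like length (permutation of genes, p = 1e-04, the smallest that 10000 lists can give), which argues against length as the whole cause of their rise. The light reaction genes lay 0.10 above random lists of like length (permutation p = 0.461), so length is sufficient for their fall. The ribosomal protein genes lay -0.32 from random lists of like length (permutation p = 1e-04) and passed camera with the length trend removed (p = 7.3e-04), but not fry (p = 0.0623). With the first form of the criterion, without fry, their fall counted as beyond length, and length was then also taken as sufficient for the core histone genes from the random lists alone. The core histone genes, of which 48 of 50 were tested with a median of -0.96, lay -0.24 from random lists of like length (permutation p = 0.0514), although camera (p = 9.6e-04) and fry (p = 0.0134) passed. The chromatin genes lay 0.25 above random lists of like length (permutation p = 0.0483), with camera at 0.161 and fry at 4.9e-04. For the ribosomal, histone and chromatin genes the tests were divided, and length and a change of the class cannot be told apart.

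Other groupings of the 6 libraries were compared with the genotypes. The real split was 1 of the 10 splits into 3 and 3 that reached 5751 called genes, and the others gave at most 3. For the gene lists the picture was different. As small a camera p as that of the genotypes was found in 3 of the 10 splits for the ribosomal protein genes, in 3 of 10 for the light reaction genes and in 4 of 10 for the genes with decreased H3K27me3, the real split included. One split of the libraries that mixed the genotypes, WT replicates 1 and 3 with *kaku4* replicate 1, gave p = 3.4e-25 under camera at the preset correlation for the ribosomal protein genes. With 10 splits no share under 0.1 is possible, so these counts do not decide, but a small camera p for these lists is no evidence of a difference between genotypes by itself.

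Noise at low expression was considered for the genes with decreased H3K27me3. Their median lay 0.19 above random lists of like mean expression (permutation of genes, p = 0.0012), but that test treats genes as independent. Members moved both ways, with 198 higher and 130 lower at an unadjusted p of at most 0.05. With the correlation estimated from the data, camera gave p = 0.269. A split that mixed the genotypes gave a camera p of 0.00374, under the 0.0986 of the real split. Noise at low expression is therefore not excluded. Of the 16 genes that the paper lists with increased H3K27me3 in *kaku4*, 9 had FPKM values and 8 were tested. Like the list with decreased H3K27me3, it comes from ChIP-seq without replicate libraries. Although higher H3K27me3 would go with lower expression, 3 of these 8 were called upregulated and 0 downregulated (0 were lower at an unadjusted p of at most 0.05). The 3 genes, named after their values were seen, were *GLYI4* (AT1G15380, log2 fold change 3.93), *MAF5* (AT5G65080, 3.54) and AT4G20430 (1.75). With the length trend removed, 2 of the 8 were called upregulated, and AT4G20430 was under the threshold (0.70). The list had a median of 0.76, with camera p = 0.0282 but p = 0.393 with the correlation estimated from the data.

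The fall of *BHLH038*, *BHLH039* and *BHLH100* might reflect a higher iron supply in the mutant leaves. Of the other 5 genes raised by iron shortage in the list, 2 were called lower, *BHLH101* (-2.28) and *NAS4* (-2.34), whereas *FRO3* (-0.10), *OPT3* (-0.15) and *BTS* (0.48) were not. Among the ferritin genes *FER1* rose (2.07), *FER4* changed little (0.15) and *FER3* fell by 0.54 on the log2 scale. All 8 iron shortage genes were lower at an adjusted p of at most 0.05 once the length trend was removed, among them *FRO3* (-0.79), *OPT3* (-0.82) and *BTS* (-0.74). *FER1* (2.34) and *FER4* (0.58) were then higher, whereas *FER3* (-0.12) did not change beyond its spread. The lists were thus divided without that correction and moved nearly together with it, apart from *FER3*. Because the cause of the length trend is open, a higher iron supply and a change of these transcription factors without it cannot be told apart.

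A different time of day at harvest was tested with clock genes. The medians of the 4 morning genes and the 5 evening genes differed by -0.000875 on the log2 scale, but members moved both ways, with *PRR9* at 1.00, *GI* at 2.27 and *ELF4* at -1.10, so the test does not decide. Floral tissue in the *kaku4* samples was considered as a source of the upregulated genes. The median log2 fold change of the 5 floral organ genes tested was -1.55. Of these genes, 3 were called downregulated and 0 upregulated (0 were higher at an unadjusted p of at most 0.05). They gave no sign of floral tissue in *kaku4*, but all of them were under 1 FPKM in every library. Genes this close to the lower limit of the values cannot exclude it.

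*HEI10* (AT1G53490) had 31.4, 29.2 and 29.7 FPKM in WT and 0.435, 0.481 and 0.429 FPKM in *kaku4*, a log2 fold change of -5.78. A sequence difference at this position between the lines may be the reason. The gene *MRD1*, which overlaps *HEI10* on the opposite strand, also fell, with a log2 fold change of -3.93. *MRD1* had 5.05, 1.59 and 0.455 FPKM in WT and 0, 0 and 0.0349 FPKM in *kaku4*. Its fall thus rests on widely spread WT values. The next gene on each side, *MSL4* (-0.34) and *MUM4* (0.66), was not called. *MSL4* was low in both genotypes, with means of 0.158 FPKM in WT and 0.113 FPKM in *kaku4*, so its value says little. Farther out, *MPK18* rose (1.15) and *FAP3* fell (-1.25). *MRD1* shares positions with *HEI10*, so reads could have been assigned to either, and a sequence difference and regulation of *HEI10* alone cannot be told apart. The fall of *MRD1* was at first read as pointing to a sequence difference, before the overlap was weighed.

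AT1G13608, AT5G52160 and AT5G62080 were listed at 0 in all 3 *kaku4* libraries. In the WT libraries AT1G13608 had 3.07, 16.3 and 14.2 FPKM, AT5G52160 had 7.48, 8.89 and 6.44 FPKM, and AT5G62080 had 4.80, 4.96 and 5.08 FPKM. *RTFL7* had 42.5, 5.00 and 10.5 FPKM in WT and 0, 0 and 1.89 FPKM in *kaku4*, so its large fall rests on widely spread WT values. Anther tissue in the WT samples may be a source of such transcripts. Of 12 anther genes listed, 8 had values, and 6 of these were under the minimum for testing. The median over the 8 genes of the mean WT FPKM was 0.0186. This measure replaced the highest mean, 0.931 FPKM for *LAP6*, after both had been seen. *LAP6* rose in *kaku4* (log2 fold change 0.71), and the abundance of the 3 genes relative to the anther list in anthers is not known here, so anther tissue and a difference between the lines cannot be told apart.

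Chloroplast transcripts were many times higher in replicate 1 of both genotypes. Of 61 chloroplast genes tested, 27 exceeded 3 times both other replicates in both genotypes, against 50 of 20519 nuclear genes. ATCG01020 alone had 38884 FPKM in WT replicate 1 and 26752 in *kaku4* replicate 1, against 0 to 249 in the other 4 libraries. This is in line with a library preparation shared by replicate 1 of both genotypes, such as a different selection of messenger RNA, although no batch is named by the paper's text. No biological explanation was tested.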
